# CG and CHG Methylation Contribute to the Transcriptional Control of OsPRR37-Output Genes in Rice

**DOI:** 10.3389/fpls.2022.839457

**Published:** 2022-02-15

**Authors:** Chuan Liu, Na Li, Zeping Lu, Qianxi Sun, Xinhan Pang, Xudong Xiang, Changhao Deng, Zhengshuojian Xiong, Kunxian Shu, Fang Yang, Zhongli Hu

**Keywords:** rice growth, DNA methylation, RNA-seq, circadian clock, output genes

## Abstract

Plant circadian clock coordinates endogenous transcriptional rhythms with diurnal changes of environmental cues. OsPRR37, a negative component in the rice circadian clock, reportedly regulates transcriptome rhythms, and agronomically important traits. However, the underlying regulatory mechanisms of OsPRR37-output genes remain largely unknown. In this study, whole genome bisulfite sequencing and high-throughput RNA sequencing were applied to verify the role of DNA methylation in the transcriptional control of OsPRR37-output genes. We found that the overexpression of *OsPRR37* suppressed rice growth and altered cytosine methylations in CG and CHG sequence contexts in but not the CHH context (H represents A, T, or C). In total, 35 overlapping genes were identified, and 25 of them showed negative correlation between the methylation level and gene expression. The promoter of the hexokinase gene *OsHXK1* was hypomethylated at both CG and CHG sites, and the expression of *OsHXK1* was significantly increased. Meanwhile, the leaf starch content was consistently lower in *OsPRR37* overexpression lines than in the recipient parent Guangluai 4. Further analysis with published data of time-course transcriptomes revealed that most overlapping genes showed peak expression phases from dusk to dawn. The genes involved in DNA methylation, methylation maintenance, and DNA demethylation were found to be actively expressed around dusk. A DNA glycosylase, namely ROS1A/DNG702, was probably the upstream candidate that demethylated the promoter of *OsHXK1*. Taken together, our results revealed that CG and CHG methylation contribute to the transcriptional regulation of OsPRR37-output genes, and hypomethylation of *OsHXK1* leads to decreased starch content and reduced plant growth in rice.

## Introduction

Plant DNA methylation occurs in the sequence context of CG, CHG, and CHH (where H is A, C, or T) (Zhang et al., 2006). DNA methylation is considered a stable epigenetic mark that can be transmitted across generations (Gehring, 2019). A specific DNA methylation state is also under the dynamic regulation by *de novo* methylation, maintenance of methylation, and active demethylation (Law and Jacobsen, 2010; Zhang et al., 2018). The function of DNA methylation in plant reproductive cells has been extensively studied, and this knowledge has deepened our understanding of the dynamic DNA methylation patterns during plant development (Zheng et al., 2019; Higo et al., 2020; Kim et al., 2021; Zhou et al., 2021a). In addition, DNA methylation reportedly has roles in regulating plant architecture, plant defense against rice black-streaked dwarf virus, and multiple agronomical traits (Zhang et al., 2015, 2020; Kawakatsu, 2020; Xu et al., 2020). However, whether DNA methylation plays a role in regulating circadian clock output genes remains unclear.

Circadian clock comprises multiple transcription-translation feedback loops, which function to improve plant environmental adaptation. Altered expression of circadian clock genes, such as *CIRCADIAN CLOCK ASSOCIATED1* (*CCA1*), can increase levels of plant growth and fitness (Dodd et al., 2005; Masuda et al., 2020). Meanwhile, expression amplitude of *CCA1* is associated with the CHH methylation level in the promoter region, which determines plant growth vigor (Ng et al., 2014). Recently, it was reported that the circadian clock genes *ZEITLUPE* and *TIMING OF CAB EXPRESSION 1* act downstream of DNA methyltransferases to control circadian rhythm (Tian et al., 2021). These results shed light on DNA methylation-mediated regulation of clock gene expression. *Pseudo-Response Regulators* (*PRR*s) are key components of transcription-translation feedback loops in plants and mediate the circadian regulation of clock output genes (Farre and Liu, 2013), including genes involved in the regulation of growth, flowering, abiotic stress, and yield-related traits (Li C. et al., 2020; Li N. et al., 2020; Sun et al., 2020; Wei et al., 2020; Liang et al., 2021). *OsPRR37* was primarily identified to delay the flowering time and increase grain yield and adaptation in rice (Koo et al., 2013; Liu et al., 2013, 2015; Yan et al., 2013; Gao et al., 2014; Fujino et al., 2019). A recent study further revealed a distinct role of *OsPRR37* in promoting flowering in the japonica variety Zhonghua 11 under natural long-day conditions (Hu et al., 2021). Although several output genes involved in the photoperiodic flowering pathway are used to explain the trait variations (Chen et al., 2021; Zhou et al., 2021c), the underlying mechanism of how *OsPRR37* regulates its output genes and multiple traits remains unclear.

Circadian regulation of plant transcriptome benefits the acute responses of plants to the daily fluctuating environment (Panter et al., 2019). Our previous study confirmed that OsPRR37 protein functions as a transcriptional repressor and confers expanded regulation of transcriptome rhythms (Liu C. et al., 2018). The regulation of circadian-regulated genes by DNA methylation in *Populus trichocarpa* suggested that DNA methylation contributes to the expression levels of clock output genes (Liang et al., 2019). Based on these results, we hypothesize that OsPRR37 uses DNA methylation as a pathway to regulate the transcription of its output genes. In the present study, we sought to determine whether and how DNA methylation regulates OsPRR37-output genes. To this end, whole-genome bisulfide sequencing (WGBS) and high-throughput RNA sequencing (RNA-seq) were applied to identify the overlapping genes, which were considered to be the OsPRR37-output genes regulated by DNA methylation. The available data of time-course transcriptomes were used to confirm the expression change of overlapping genes and to analyze the genes involved in DNA methylation pathways. Our results revealed that DNA methylation was an alternative medium for OsPRR37 to regulate the output genes and plant growth.

## Materials and Methods

### Plant Materials and Growth Conditions

The *OsPRR37* overexpression lines (OE5 and OE9) were described as previously reported (Liu C. et al., 2018). Briefly, *OsPRR37* overexpression lines were generated by overexpressing *OsPRR37* in an elite rice variety, namely Guangluai 4 (GL). NIL-*OsPRR37* is a nearly isogenic line in the GL background and contains the functional allele of *OsPRR37* from the elite variety Teqing. Rice growth phenotypes were obtained from the plants growing under natural long-day conditions in Wuhan University, Wuhan, China (30°54′01″N, 114°37′23″E). For WGBS and RNA sequencing, seeds of GL and OE5 were planted in a growth chamber (PRX-380B, Shanghai Guning Instrument Co., Ltd) for 15 days after germination. The growth chamber was set at 28°C under a 14-h light/10-h dark cycle with the light period of 6:00–20:00. The top most expanded leaves were harvested at 9:00, frozen in liquid nitrogen, and then stored at −80°C for DNA and RNA extraction. The same two biological replicates were applied to WGBS and RNA-seq.

### Bisulfite-Seq Library Generation and Sequencing

Briefly, total genomic DNA of rice leaves was extracted using the cetyltrimethylammonium bromide method (Doyle, 1987). The DNA concentration and quality were estimated using NanoDrop 2000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, United States), Qubit 3.0 fluorometer (Life Technologies, Carlsbad, CA, United States), and 1.0% agarose gel electrophoresis. Then, 2-μg genomic DNA spiked with 5-ng unmethylated Lambda DNA (Promega, Madison, WI, United States) was fragmented by sonication to generate fragments measuring 300–500 bp. These fragments were then ligated with 5-methylcytosine-modified adapters and subjected to bisulfide conversion using the ZYMO EZ DNA Methylation-Gold Kit (Zymo Research, Irvine, CA, United States). The bisulfide-converted DNA was purified, recycled, and then amplified by PCR with 10 cycles using KAPA HiFi HotStart Uracil + ReadyMix (Kapa Biosystems, Wilmington, MA, United States) and Illumina 8-bp index primers. The WGBS libraries were analyzed using the Bioanalyzer 2100 system (Agilent Technologies, CA, United States) and sequenced on Illumina NovaSeq 6000 with a paired-end sequencing length of 150 bp (PE150) at Frasergen Bioinformatics Co., Ltd (Wuhan, China). The percentage of cytosines sequenced at cytosine reference positions in the lambda genome was considered to reflect the overall sodium bisulfite non-conversion rate.

### Bisulfite-Seq Data Processing and Analysis

Quality control of WGBS data was performed using FastQC (version 0.11.9, Babraham Bioinformatics, United Kingdom). Sequencing adapters and low-quality reads were removed using Trimmomatic (Bolger et al., 2014). The trimmed reads were then aligned and mapped to the rice reference genome of Nipponbare (MSU_v7.0) using Bismark (Krueger and Andrews, 2011). The percentage methylation level was calculated by mC/(mC + umC), where mC and umC represent the number of methylated and unmethylated reads, respectively. Only the CG/CHG/CHH sites with a read coverage of ≥ 5 across all samples were used for differential methylation analyses. Differentially methylated regions (DMRs) were identified using the R package “dmrseq” (Korthauer et al., 2019). Regions with a *q*-value < 0.05, number of CG/CHG/CHH sites ≥ 5 and methylation difference > 20% were defined as DMRs. DMR distribution on rice chromosomes was plotted using Circos (version 0.69) (Krzywinski et al., 2009). DMRs were annotated using ChIPseeker package (Yu et al., 2015). Methylation status along the genomic regions of DMRs ± 20 kb was plotted using pyGenomeTracks (version 3.6) (Lopez-Delisle et al., 2021).

### RNA Library Generation and Sequencing

Total RNA from rice leaves was extracted using TRIzol Reagent (Invitrogen, CA, United States) for RNA sequencing. RNA purity and integrity were analyzed using a NanoDrop 2000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, United States) and the Bioanalyzer 2100 system (Agilent Technologies, CA, United States). RNA contamination was assessed by 1.5% agarose gel electrophoresis. A total of 1 μg of RNA per sample was used as the input material for library preparation. The mRNA was purified from the total RNA using poly-T oligo-attached magnetic beads. Sequencing libraries were generated from the purified mRNA using the VAHTS Universal V6 RNA-seq Library Kit for MGI (Vazyme, Nanjing, China) following the manufacturer’s recommendations with unique index codes. The library quantification and size were assessed using a Qubit 3.0 fluorometer (Life Technologies, Carlsbad, CA, United States) and Bioanalyzer 2100 system (Agilent Technologies, CA, United States). Subsequently, sequencing with a paired-end sequencing length of 150 bp (PE150) was performed on the MGI-SEQ 2000 platform (MGI Tech Co., Ltd. Shenzhen, China) by Frasergen Bioinformatics Co., Ltd (Wuhan, China).

### Bioinformatics Analysis of RNA Sequencing and Microarray Data

Sequencing adapters and low-quality reads were removed with fastp (version 0.20.1) (Chen et al., 2018), and the quality of raw reads was evaluated with FastQC (version 0.11.9, Babraham Bioinformatics, United Kingdom). The remaining clean reads were mapped to the rice reference genome of Nipponbare (MSU_v7.0) using Hisat2 (version 2.1.0) (Kim et al., 2019). Mapping statistics were generated using Samtools (version 1.11) (Li H. et al., 2009). TPMCalculator was used to count the reads mapped to individual genes as well as to measure gene expression levels by calculating transcripts per million (TPM) read values (Vera Alvarez et al., 2019). Differentially expressed genes (DEGs) were identified using DESeq2 (Love et al., 2014). Gene Ontology (GO) enrichment analysis was performed using the GO annotation file MSU7.0 gene ID (TIGR) of agriGO v2.0 and clusterProfiler 4.0 (Tian et al., 2017; Wu et al., 2021). KEGG enrichment analysis was performed using KOBAS 3.0, and the output data were plotted using clusterProfiler 4.0 (Bu et al., 2021). Gene symbols with known or unknown function were annotated using MBKbase-rice database^1^, funRiceGenes database^2^, and China Rice Data Center^3^ (Yao et al., 2018; Peng et al., 2020). The raw RNA-seq data of time-course transcriptomes, which were downloaded from NCBI-GEO database (GSE114188), were reanalyzed as per the RNA-seq data processing pipeline in this study. The corresponding time-course samples of GL and OE5 comprise six time points (4:00, 8:00, 12:00, 16:00, 20:00, and 0:00) with three replicates at 45 days growth under natural long-day conditions. Statistical significance of different expressions was evaluated by unpaired Student’s *t*-test at each time point. The microarray data were obtained by GSE19024 on NCBI-GEO (Wang et al., 2010). The corresponding tissue samples of interest were described in Supplementary Table 1, which were the subset of samples in a previous study (Wang et al., 2010). Before being used to plot the heatmap, the signal values of biological and technical replicates for the same tissue were averaged.

### Quantitative RT-PCR and Starch Content Determination

Quantitative RT-PCR was conducted with the same protocol as previously reported (Liu et al., 2015). The PCR primer sequences were 5′-TGACAAAGCCTAGTACAAATAAGGAGAG-3′ and 5′-CAGTGCTGTGCAGGATGAAATG-3′. Approximately, 0.2 g of fresh leaf samples were weighed before estimating the starch content. Starch content was determined according to previously published protocols (Smith and Zeeman, 2006).

## Results

### Rice Growth Was Repressed by Overexpressing *OsPRR37*

During the field trails, we observed that rice growth was retarded in *OsPRR37* overexpression lines (OE). To investigate the effects of *OsPRR37* overexpression on rice growth, we record the morphology and dry weight of GL, OE5, OE9, and NIL-*OsPRR37* at 25, 40, and 55 days after sowing the seeds. The growth of OE5 and OE9 was significantly repressed compared to the growth of GL and NIL-*OsPRR37* on these days (Figures 1A–F). These results suggest that natural loss-of-function and gain-of-function alleles of *OsPRR37* showed a comparable growth rate during the vegetative growth period. Then, the diurnal expression profile of *OsPRR37* was monitored over a day using quantitative RT-PCR. *OsPRR37* was identified as having similar expression rhythms in GL and NIL-*OsPRR37* as their peak expression phase was around 12:00. Conversely, the expression of *OsPRR37* in OE5 and OE9 was much higher and showed altered rhythms with the peak expression phase around 4:00 (Figure 1G). These results suggested that the overexpression of *OsPRR37* changed its diurnal rhythms and repressed rice growth. In a previous study, it was reported that *OsPRR37* widely regulates output genes and particularly suppresses output genes with phases around 9:00 (Liu C. et al., 2018). To investigate whether DNA methylation associated with OsPRR37 regulates the output genes, samples of GL and OE5 at 9:00 were subjected to WGBS and RNA-seq. The workflow of this study is shown in Figure 1H.

**FIGURE 1:**
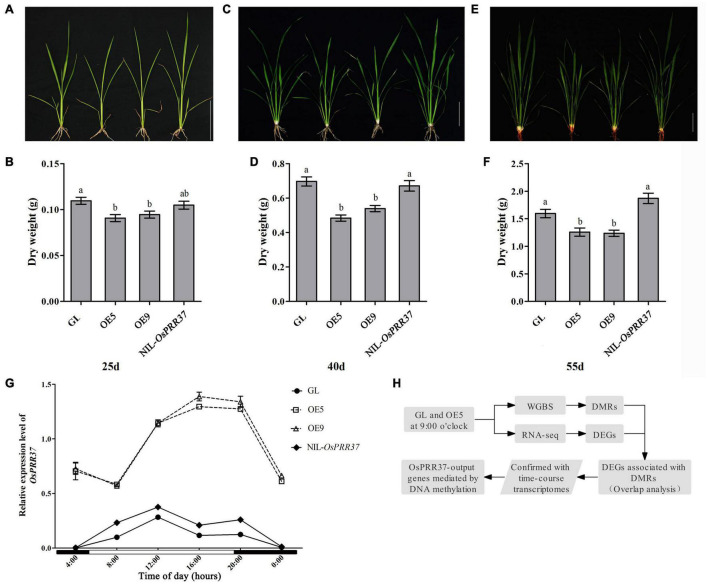
Characterization of rice growth and *OsPRR37* expression rhythms. Rice growth morphology and dry weight were documented at 25 days **(A,B)**, 40 days **(C,D)**, and 55 days **(E,F)** after sowing the seeds. The different lower-case characters above bars represent the significant difference level of *P* < 0.05. **(G)** The expression levels of *OsPRR37* detected by quantitative RT-PCR. The exact time of a natural long-day condition was indicated under the *X* axis. **(H)** Simplified workflow of the present study. OE5 and OE9 are two independent transgenic lines.

### Whole-Genome Bisulfide Sequencing and RNA Sequencing Quality Assessment and Alignment

Whole-genome bisulfide sequencing and RNA-seq were used to investigate the role of DNA methylation in the transcriptional regulation of OsPRR37-output genes. WGBS generated 48,752,185 and 63,773,173 raw reads for the two GL replicates and 59,530,161 and 56,527,166 raw reads for the two OE5 replicates. After quality control filtration, 45,246,229 and 59,675,582 clean reads remained for GL, and 56,065,476 and 53,133,046 clean reads remained for OE5. The clean reads ratio ranged from 92.8 to 94.2%. The average percentage of Q30 and GC content for the four sequencing libraries was 92.7 and 22.9%, respectively (Supplementary Table 2). Of those clean data, 53.4% (GL-1), 51.7% (GL-2), 54.2% (OE5-1), and 52.2% (OE5-2) were uniquely mapped to the rice genome (Supplementary Table 3). Overall, 30,872,222 CG sites, 27,422,379 CHG sites, and 104,533,760 CHH sites were identified with sequencing coverage range from 53.1 to 69.4% (Supplementary Table 4). Among these, 10.6%–13.0% CG sites, 7.7–9.7% CHG sites, and 4.0–4.9% CHH sites were methylated (Supplementary Table 5). The same samples of WGBS were used in RNA-seq to obtain comparable data. In total, RNA-seq generated 23,559,582 (GL-1), 25,090,638 (GL-2), 25,898,111 (OE5-1), and 26,350,196 (OE5-2) clean read pairs (Supplementary Table 6). 

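RNA-seq was performed on the top most expanded leaves of GL and of OE5, which overexpresses OsPRR37 in the GL background. GL is the elite rice variety Guangluai 4. Plants were 15 days old and grew at 28°C with 14 h of light and 10 h of darkness, and each genotype had 2 biological replicates. The authors trimmed the reads with fastp, mapped them to the Nipponbare reference genome (MSU v7.0) with Hisat2, and used TPMCalculator to count reads per MSU locus and to compute TPM values. Both the raw counts and the TPM values were deposited, for 35961 loci, and every listed locus has a count in at least 1 library. The counts on genes summed to 43423801 in GL-1, 45708220 in GL-2, 47685773 in OE5-1 and 48284992 in OE5-2. These totals were 2.04, 2.01, 2.05 and 2.03 counts per read pair that the paper reports as mapped. The mates of a pair were thus counted singly, and the number of independent fragments is lower than the count. Mates counted at 1 place each give at most 2 per pair. All totals exceed that, so some reads were counted at more than 1 place, unless the reported number of mapped pairs is incomplete. The methods do not name the handling of strand, of multi-mapped reads or of overlapping genes, so values of repeated or overlapping loci, such as transposons, are uncertain. From the deposited counts, fold changes and p-values were computed with edgeR's quasi-likelihood test on TMM-normalized libraries. DESeq2, which the authors used, was run as an alternative. With 2 libraries per genotype, error estimates are imprecise, and many comparisons of single values cannot reach a small exact p.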

The percentages of Q30 ranged between 84.9 and 86.1%. Of these clean read pairs, 90.0 to 90.7% were mapped to the reference genome of rice (Supplementary Table 7). These data were sufficient and reliable for subsequent differential methylation and expression analysis.

### Overexpressing *OsPRR37* Altered Global CG and CHG Methylation

To identify DMRs, three cytosine sequence contexts (CG, CHG, and CHH) were separately applied to differential methylation analysis. Genomic regions with a *q*-value of < 0.05 and a differential methylation level of > 20% were considered as DMRs. A total of 321 and 949 DMRs were found in CG (DMR-CG) and CHG (DMR-CHG) sequence contexts, respectively. However, no DMRs were identified in the CHH sequence context. Among DMR-CG, 90 were hypermethylated and 231 were hypomethylated (Figure 2A). Conversely, among DMR-CHG, 480 were hypermethylated and 469 were hypomethylated (Figure 2B). These data revealed a higher proportion of hypomethylated DMR-CG (72.0%) than DMR-CHG (49.4%). Furthermore, the significance of methylated DMRs across the 12 chromosomes found that DMRs were evenly distributed on the rice genome and were of high significance (Figures 2C,D).

**FIGURE 2:**
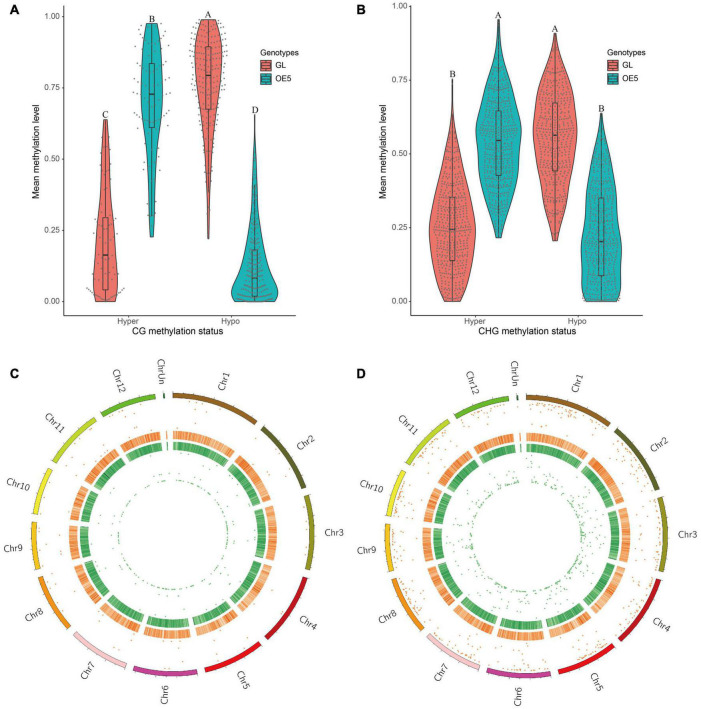
Identification and analysis of differentially methylated regions. Comparisons of hypermethylation and hypomethylation levels in GL and OE5 were plotted for both CG **(A)** and CHG **(B)** sequence contexts. Different letters above violin plots represent significant differences at *P* < 0.01 as revealed by one-way ANOVA analysis (Tukey’s multiple comparison test). DMR distribution on rice chromosomes in CG **(C)** and CHG **(D)** sequence contexts is shown. From outer to inner layers, the circular plots represent chromosomes, hyper-DMR distribution (the more outward means higher significance), heatmap of GC content (deeper red colors indicate higher GC content), heatmap of gene density (deeper green colors indicate higher gene density), and hypo-DMR distribution (greater proximity to the center of the circle indicates higher significance).

To obtain DMR-associated genes (DMGs), DMR-CG and DMR-CHG were both annotated with the R package “ChIPseeker.” The result showed that 32.7%, 20.6%, and 15.9% of DMR-CG were located in the promoter region at ≤1 kb, 1–2 kb, and 2–3 kb upstream of transcription start site, respectively (Figure 3A). The distal intergenic region accounted for 20.2% of DMR-CG. Conversely, only a small fraction of DMR-CG was annotated within Intron (2.5%), Exon (2.5%), Downstream (≤1 kb: 0.9%, 1–2 kb: 2.2%, and 2–3 kb: 1.2%) and 3′UTR (1.2%). This means that most DMR-CG (69.2%) were located in the promoter region (Figure 3A). Similarly, 70.3% of DMR-CHG were located in promoter region (Figure 3B). These results supported the notion that cytosine methylation majorly occurred in the promoter sequence. Then, we performed functional enrichment analysis with these DMGs. The network of five most enriched GO ontologies for DMR-CG-associated genes showed that LOC_Os02g03540 and LOC_Os06g41360 enable ribose phosphate diphosphokinase activity and are involved in ribonucleoside monophosphate biosynthetic process (Figure 3C). LOC_Os03g45410/OsTBP2 and LOC_Os03g14720 enable obsolete RNA polymerase II transcription factor activity and are involved in transcription initiation from the RNA polymerase II promoter. LOC_Os03g45410/OsTBP2 was reported to be a TATA-binding protein, which interacts with the transcription factor IIB (Zhu et al., 2002). Interestingly, LOC_Os03g14720 is a putative transcription initiation factor IIF. These results highlighted that DMR-CG-associated genes mainly function in gene transcription regulation. However, no GO term was found to be significantly enriched for DMR-CHG-associated genes.

**FIGURE 3:**
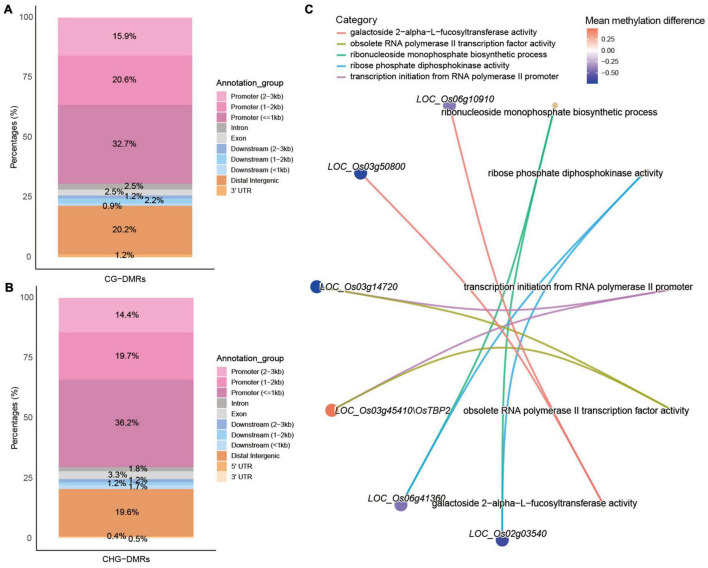
Characterization of DMR-associated genes. The distributions of CG-DMRs **(A)** and CHG-DMRs **(B)** summarized according to the annotated genomic location. The order of the stacking bar charts is consistent with that of the legends on the right. **(C)** The network between genes and enriched GO terms. Genes are indicated as MSU loci or gene symbols. GO categories are displayed in the name of GO terms.

### Differentially Expressed Gene Analysis

Although *OsPRR37* overexpression altered the methylation of >1,000 DMGs, the number of transcriptionally regulated DMGs remains unknown. Samples of GL and OE5 were subjected to RNA-seq to profile the genome-wide gene expressions. 

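The median of log2(TPM + 1) over the listed genes was 1.11 in GL-1, 1.10 in GL-2, 1.25 in OE5-1 and 1.28 in OE5-2. The mean of these medians was 1.11 ± 0.0125 (SD, n = 2) for GL and 1.26 ± 0.0236 (SD, n = 2) for OE5. The difference of 0.16 was larger than the spread between replicates, with a pooled SD of 0.0189. A two-sided exact permutation test of the library medians gave p = 0.333, the smallest p that 2 libraries against 2 allow. The scaling moved this difference most. As log2(TMM-normalized CPM + 1), it was 0.05, with a pooled SD of 0.0282. Across genes, which are not independent replicates, Pearson's r of log2(TPM + 1) was lowest between GL-2 and OE5-1 (0.987) and highest between OE5-1 and OE5-2 (0.995). The GL replicates had an r of 0.991. Pairs of a GL and an OE5 library had an r from 0.987 to 0.990, the highest for GL-1 and OE5-1. The GL replicates were thus more alike than any libraries of different genotypes, but by a small margin. With Spearman's rho in place of Pearson's r, the 6 pairs ranged from 0.952 to 0.964.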

The overall gene expression level was slightly higher for OE5 than for GL (Supplementary Figure 1), whereas the expression correlation between samples was ranged from 0.9804 to 0.9929 (Supplementary Figure 2). Genes with low expression (sum of TPM being < 2 in both GL and OE5) were filtered out. 

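The filter on the sum of TPM over the replicates of a genotype kept 19280 of the 35961 listed genes. When the sum had to reach 2 in both genotypes, 18198 genes were kept, and a filter on counts with edgeR's filterByExpr kept 22498.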

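With edgeR's quasi-likelihood test, 653 of the 19280 genes had an adjusted p-value under 0.05 and a fold change over 1.5. DESeq2 on the same genes called 772, of which 645 were among the 653. DESeq2 on all genes with the TPM filter applied after the test called 738, of which 635 were among the 653. Among the alternatives, leaving out the filter on low expression added the most calls. Without it, 35961 genes were tested and 1207 were called, and the model's prior degrees of freedom rose from 7.29 for the median gene to infinity. When each library was left out in turn, between 602 and 631 of the 653 genes kept a fold change over 1.5 in the same direction.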

A total of 743 DEGs (| log_2_FC| > | log_2_1.5|, adjusted *P*-value < 0.05) were identified between GL and OE5 (Supplementary Figure 3). Among these DEGs, 286 (38.5%) were downregulated and 457 (61.5%) were upregulated (Figures 4A,B). 

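By edgeR, 407 of the DEGs (62.3%) were higher in OE5 and 246 were lower. Among the alternatives, the split moved most with limma. With limma-trend on log2(TPM + 1), which had no TMM normalization, 481 genes were called higher and 98 lower. Among the DEGs whose OE5 libraries both lie on one side of both GL libraries, LOC_Os07g10850 had the smallest p of the higher genes, with 123 ± 20.3 normalized counts (SD, n = 2) in GL and 3661 ± 291 (SD, n = 2) in OE5. Its log2 fold change was 4.87 (standard error 0.15, adjusted p = 1.34e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next was LOC_Os11g14150, which the paper's table lists as a transposon, with a log2 fold change of 4.77 (standard error 0.18, adjusted p = 2.02e-06 from edgeR). Among the lower genes, LOC_Os02g37700 went from 3373 ± 452 normalized counts (SD, n = 2) in GL to 142 ± 13.8 (SD, n = 2) in OE5, a log2 fold change of -4.56 (standard error 0.15, adjusted p = 1.34e-06 from edgeR). LOC_Os08g26220 followed with a log2 fold change of -1.91 (standard error 0.12, adjusted p = 3.03e-05 from edgeR). The files do not pair these identifiers with gene names.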

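The change was measured as the difference between genotypes in log2(mean TPM + 1), and its median over the DEGs was taken. The median change was 1.07 for the upregulated DEGs and -0.69 for the downregulated DEGs. Over the 4 pairs of an OE5 and a GL library, it ranged from 1.06 to 1.12 for the upregulated and from -0.72 to -0.63 for the downregulated DEGs, so on this scale the rise was larger than the fall by more than the spread between pairs. The DEGs were chosen on these libraries, so no test was applied. On the TPM scale itself, the order was the opposite. The mean difference was 22.0 TPM for upregulated DEGs and -40.8 TPM for downregulated DEGs, and the median difference was 7.23 TPM and -9.74 TPM. Upregulated DEGs started from a lower level, with a median of 4.14 TPM in GL-1 and 3.95 TPM in GL-2, against 24.0 and 23.1 TPM for the downregulated DEGs.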

The increment of the mean TPM for upregulated DEGs was larger than the decrement of the mean TPM for downregulated DEGs (Figure 4A). The expression of DEGs in the two replicates was similar so that DEGs are robust to be further analyzed (Figure 4B).

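Over the DEGs, the median absolute difference in log2(TPM + 1) was 0.16 between the GL replicates and 0.16 between the OE5 replicates. Between a GL and an OE5 library it ranged from 0.88 to 0.96. The DEGs were selected on these same libraries for a difference between genotypes that is large against the spread of replicates, so this contrast restates the selection in part and is no independent check. The same holds for the finding that in each of the 653 DEGs, the TPM values of the OE5 libraries did not overlap those of the GL libraries. Of all 19280 tested genes, 53.7% were separated in this way, where chance gives 33.3%. The median TPM was higher in OE5, and a shift of scale alone can separate unchanged genes, so this excess does not count changed genes. From this similarity of the replicates, the paper concludes that the DEGs are suited for further analysis.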

**FIGURE 4:**
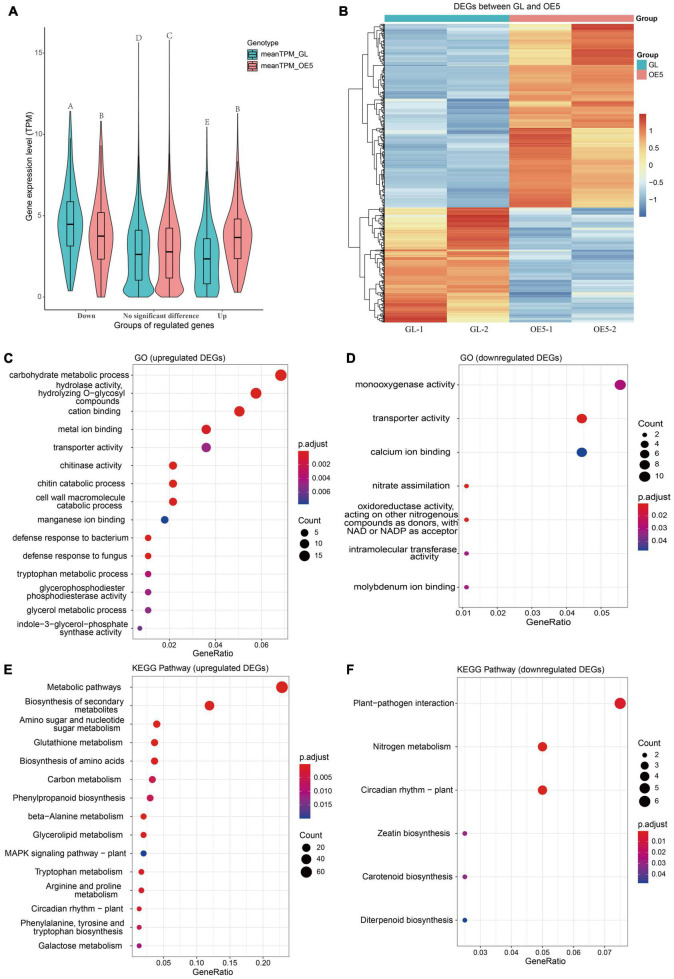
Expression and functional enrichment of differentially expressed genes. **(A)** A comparison of mean expression levels of upregulated, no significant difference, and downregulated genes between GL and OE. Different letters above violin plots represent significant differences at *P* < 0.01 as revealed by one-way ANOVA analysis (Tukey’s multiple comparison test). **(B)** The heatmap of 457 upregulated and 286 downregulated DEGs. The TPM value of DEG was scaled by row with the “pheatmap” package in R. Dotplots of significant GO terms for upregulated **(C)** and downregulated **(D)** DEGs. Dotplots of significant KEGG pathways for upregulated **(E)** and downregulated **(F)** DEGs. GO terms and KEGG pathways with adjusted *P*-value < 0.05 were considered as significant, and if the number of significant terms or pathways was > 15, only 15 terms or pathways were plotted.

GO enrichment analysis found that DEGs are instrumental in metal ion binding, transporter activity, and chitinase activity and are mainly involved in carbohydrate metabolic process, chitin catabolic process, defense response to bacterium and fungus, and nitrate assimilation, among other functions (Figures 4C,D). The KEGG pathway enrichment analysis showed that upregulated DEGs participate in amino sugar and nucleotide sugar metabolism, carbon metabolism, glycerolipid metabolism, MAPK signaling pathway, and circadian rhythm, among other roles. Downregulated DEGs are mainly involved in plant–pathogen interaction, nitrogen metabolism, and circadian rhythm (Figures 4E,F).

### Characterization of Overlapping Genes Between DMR-Associated Genes and Differentially Expressed Genes

Overlap analysis between DMGs and DEGs was performed to identify transcriptionally regulated DMGs. In total, 35 genes were found to be shared between DMG and DEG sets. Among these, five DEGs were found to be differentially methylated in both CG and CHG sequence contexts, whereas 19 DEGs were uniquely shared with DMR-CHG and 11 DEGs were uniquely shared with DMR-CG (Figure 5A). 

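The supplementary tables used here list 34 of the paper's 35 overlapping genes, since the table for the CHG context holds 23 of its 24 genes. All 34 passed the filter, and 32 were DEGs by edgeR's quasi-likelihood test. The exceptions were OsZIP9 (LOC_Os05g39540) and OsNAS3 (LOC_Os07g48980), whose counts differed widely between the GL replicates. DESeq2 on the same genes called all 34. With p-values adjusted over the list alone, all 34 had an adjusted p under 0.05 by edgeR. The study chose the list on these libraries, so that count is not independent evidence.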

The correlation between methylation difference and expression fold-change of overlapping genes was investigated. Consequently, 14 of 16 genes (87.5%) showed negative correlation between expression and CG methylation, and 14 of 16 genes (87.5%) were methylated in promoter regions (Figure 5B). In contrast, 16 out of 24 genes (66.7%) showed a negative correlation between expression and CHG methylation, and 15 of 24 genes (62.5%) were methylated in promoter regions (Figure 5C). 

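The 16 loci listed for the CG context were set beside their fold changes in the deposited counts, with the methylation differences taken from the paper. By edgeR, 14 of the 16 had a fold change of the opposite sign to the methylation difference (87.5%). The exceptions were OsRUP (LOC_Os02g02380), which rose with a log2 fold change of 1.51 (standard error 0.14) where the paper lists a gain of methylation, and AUXIN SIGNALING F-BOX 2 (LOC_Os03g08850), which fell with a log2 fold change of -0.70 (standard error 0.15) where it lists a loss. Both signs stayed the same with each library left out in turn. The list holds 15 genes with a loss of methylation and 15 that rose. These margins alone give 14.12 genes with opposite signs and allow no fewer than 14.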

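For the CHG context, 23 loci could be compared. By edgeR, 15 of the 23 had a fold change of the opposite sign to the paper's methylation difference (65.2%). The number was unchanged with DESeq2, with RLE or upper-quartile normalization, with filterByExpr, with limma-trend on TPM values, and with each library left out in turn. Most of the 23 lost methylation in the paper's list, and the number of opposite signs expected from that alone was not computed.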

After removing the redundant genes, in total, 25 genes showed negative correlation between expression and cytosine methylation level (Figures 5B,C). 

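Of the 34 loci, 24 had a fold change opposite to the paper's methylation difference in at least 1 context. For 9 of the 34, neither GL library had a count, so the fold change is a lower bound against the floor of 3 counts. These bounds ran from at least 11.0-fold higher for MEGL14 (LOC_Os01g42160) to at least 211-fold higher for LOC_Os09g23250. Among genes with counts in both genotypes, the log2 fold changes ran from -2.11, in LOC_Os05g08860, to 4.77. Which gene lay at either end depended on single libraries. Without GL-1, OsNAS3 was lowest with -2.47, against -2.19 for LOC_Os05g08860, and LOC_Os12g02210 was highest with 5.50.

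**Figure D1:**
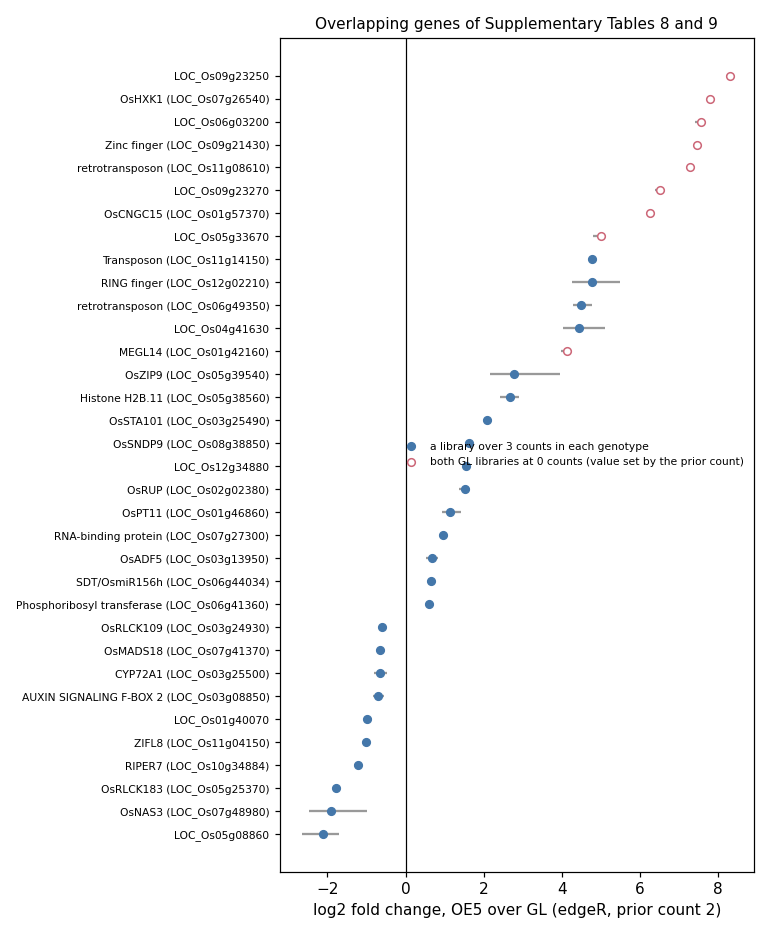
Log2 fold change (OE5 over GL, x axis) of the 34 overlapping genes (y axis). Filled points are genes with a library over 3 counts in each genotype, open points are the 9 genes without a count in GL, whose position depends on the prior count, and grey lines span the values with each library left out in turn. OsZIP9 and OsNAS3 show wide spans.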

Functional annotation with the MBKbase, funRiceGenes database and China Rice Data Center identified seven genes with known function: *OsHXK1* (*LOC_Os07g26540*), *OsZIP9* (*LOC_Os05g39540*), *SDT/OsmiR156h* (*LOC_Os06g44034*), *OsMADS18* (*LOC_Os07g41370*), *OsPT11* (*LOC_Os01g46860*), *OsRLCK109/OsBBS1* (*LOC_Os03g24930*), and OsNAS3 (*LOC_Os07g48980*). Among these genes, *OsHXK1* showed the highest negative correlation between methylation difference and expression fold-change (Figures 5B,C). 

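All 7 genes kept their direction with each library left out in turn. SDT/OsmiR156h (LOC_Os06g44034) had 3127 ± 171 normalized counts (SD, n = 2) in GL and 4916 ± 132 (SD, n = 2) in OE5, a log2 fold change of 0.65 (standard error 0.11, adjusted p = 0.0133 from edgeR). OsMADS18 (LOC_Os07g41370) fell from 1079 ± 12.5 (SD, n = 2) to 688 ± 8.68 (SD, n = 2), a log2 fold change of -0.65 (standard error 0.11, adjusted p = 0.0148 from edgeR), without a call by limma-trend. OsPT11 (LOC_Os01g46860) rose from 72.7 ± 17.9 (SD, n = 2) to 164 ± 5.49 (SD, n = 2), with a log2 fold change of 1.15 (standard error 0.25, adjusted p = 0.0348 from edgeR). OsRLCK109 (LOC_Os03g24930) had a log2 fold change of -0.60 (standard error 0.13, adjusted p = 0.042 from edgeR), just past the fold limit and without a call under the TPM filter in both genotypes, the replicate block or limma-trend. OsZIP9 (LOC_Os05g39540) had counts of 58 and 15 in GL and 294 and 330 in OE5. Its log2 fold change was 2.79 (standard error 0.52, adjusted p = 0.0646 from edgeR). It ranged from 2.17 to 3.96 with each library left out in turn. DESeq2 and edgeR with the replicate block called OsZIP9 (adjusted p = 0.0174 and 0.0212). OsNAS3 (LOC_Os07g48980) had counts of 91 and 253 in GL and 44 and 62 in OE5. Its log2 fold change was -1.92 (standard error 0.53, adjusted p = 0.168 from edgeR) and -0.98 without GL-2, so GL-2 decided its size. DESeq2 and edgeR with the replicate block called OsNAS3 too (adjusted p = 0.000915 and 0.0113).

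**Figure D2:**
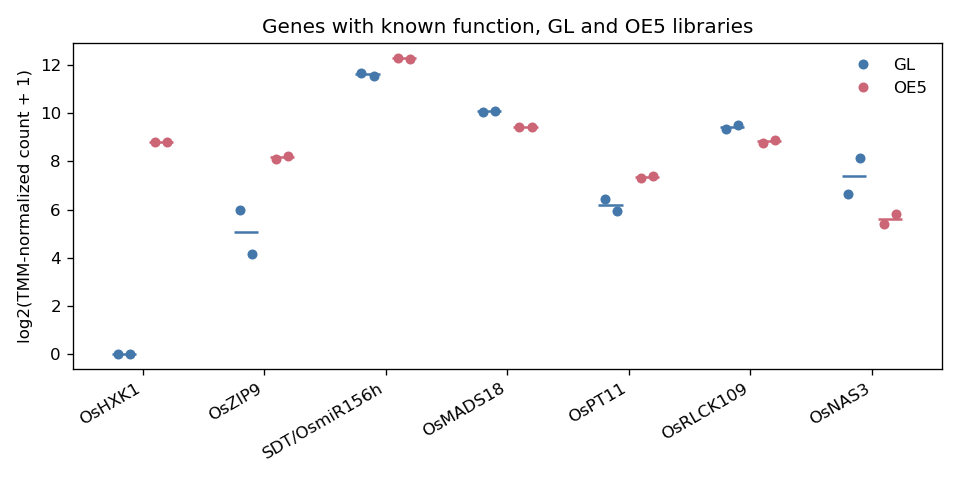
Log2 of TMM-normalized counts + 1 (y axis) of the 7 genes in the GL and OE5 libraries. Points are libraries and lines are the means of 2. OsHXK1 lies at 0 in both GL libraries, and the GL points of OsZIP9 and OsNAS3 lie far apart.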

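OsHXK1 (LOC_Os07g26540) had no count in either GL library and 474 and 488 counts in OE5-1 and OE5-2, or 442 ± 0.66 normalized counts (SD, n = 2). Against the floor of 3 counts, its expression was at least 147-fold higher in OE5, the largest of the 7 genes (adjusted p = 9.09e-06 from edgeR's quasi-likelihood test). A larger bound belonged to LOC_Os09g23250, a gene of unknown function in the CHG table.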

Detailed methylation status indicated that the CG and CHG sites in the promoter region of *OsHXK1* were both hypomethylated (Figure 5D).

**FIGURE 5:**
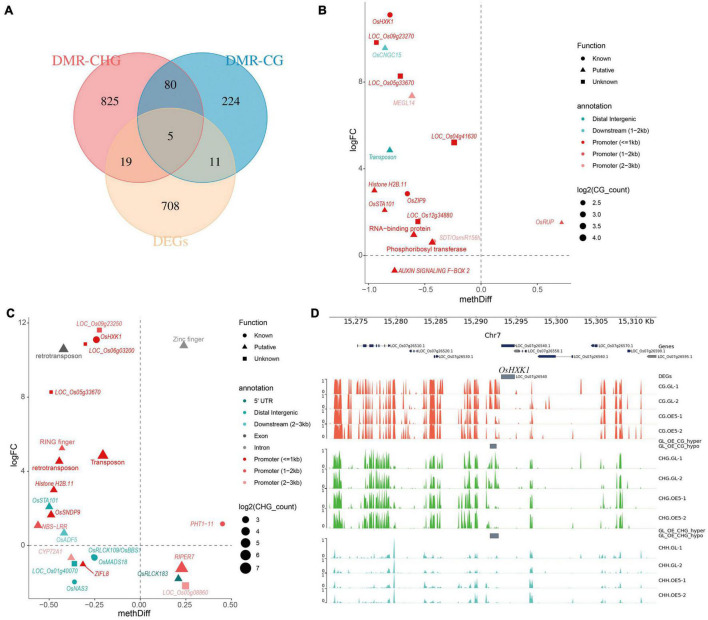
Overlap analysis between DMGs and DEGs. **(A)** The distribution of overlapping genes between DMGs and DEGs. Scatter plots of the correlation between methylation difference and expression fold change for overlapping genes in CG **(B)** and CHG **(C)** contexts. **(D)** Visualization of methylation status for the representative gene *OsHXK1*.

### Diurnal Rhythms and Functional Characterization of Overlapping Genes

As OsPRR37 is a key component in the rice circadian clock, diurnal rhythms of overlapping genes were further investigated with the reported time-course RNA-seq data of leaf samples at 45 days growth (Liu C. et al., 2018). Among the 35 overlapping genes, 29 were observed to be differentially expressed with at least one timepoint, which confirmed the identification of DEGs in this study (Figure 6A and Supplementary Figure 4). We also found that 31 overlapping genes showed diurnal rhythms, and 27 were observed to show a peak expression phase of 16:00–04:00. These data indicated that most differentially methylated DEGs were under circadian control and tended to function from dusk to dawn. Further investigation of the seven reported overlapping genes revealed that four of them showed significant differences in their expression across different time points of the day (Figure 6A). Interestingly, *OsHXK1*, *SDT*/*OsmiR156h*, *OsMADS18*, and *OsPT11* were diurnally expressed and showed a peak expression phase of 20:00–4:00, indicating that they predominantly function during the night. *SDT*/*OsmiR156h* can modulate the rice yield, plant architecture, and seed dormancy by targeting *Ideal Plant Architecture1* (*IPA1*) (Jiao et al., 2010; Miao et al., 2019). Its continuously high expression suggested the involvement of the *SDT*/*OsmiR156h*-*IPA1* module in *OsPRR37*-mediated rice growth regulation. Except for *SDT*/*OsmiR156h*, the other six genes were mapped in the microarray data of Zhenshan97 tissues (Wang et al., 2010). *OsMADS18* was widely expressed in the tissues of seedling, leaf, shoot, sheath, stem, and panicle, which is in line with its function in flowering signal transduction (Figure 6B; Fornara et al., 2004; Yin et al., 2019). The significant repression of *OsMADS18* can partly explain the delayed growth and flowering (Figure 6A). *OsNAS3* encodes a nicotianamine synthase that is important for Fe homeostasis (Aung et al., 2019). Our result showed that *OsNAS3* was widely expressed in germinating seed, plumule, radicle, seedling, leaf, root, shoot, sheath, stem, panicle, and spikelet. *OsRLCK109*/*OsBBS1* was diurnally expressed with a peak phase of 16:00–20:00 and was highly expressed in leaf, root and sheath to regulate leaf senescence and salt stress responses (Zeng et al., 2018). *OsZIP9* was mainly expressed in the root and sheath to uptake zinc for rice growth (Tan et al., 2020; Yang et al., 2020). However, even though *OsPT11* is a rice phosphate transporter that regulates phosphate uptake and transport (Paszkowski et al., 2002; Yang et al., 2012), it was highly expressed in many tissues, such as geminating seed, radicle, root, leaf, sheath, stamen, endosperm, and panicle. The role of *OsZIP9* and *OsPT11* in coordinating ion uptake and rice growth needs to be further confirmed.

**FIGURE 6:**
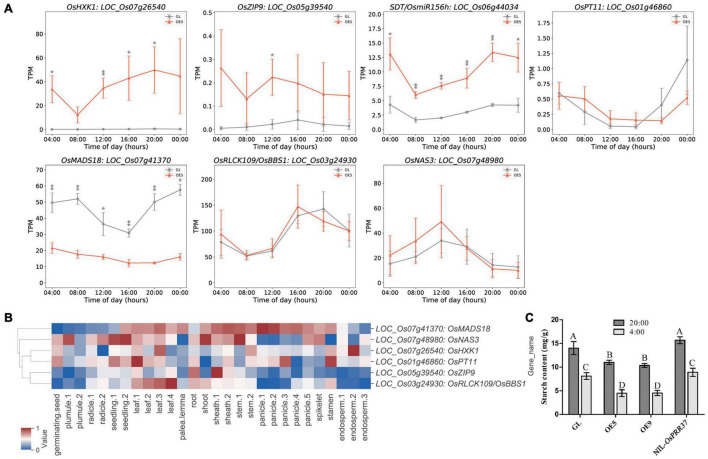
Diurnal and tissue-specific expression analysis of the known overlapping genes. **(A)** Diurnal expression of the known overlapping genes between DMGs and DEGs. The asterisks above curves mean significance difference at *P* < 0.05 (one asterisk) and at *P* < 0.01 (two asterisks). **(B)** Tissue-specific expression analysis of known overlapping genes. **(C)** The measure of the starch content in rice leaves at the end (20:00) and beginning (4:00) of the day. Different letters above bars represent significant differences at *P* < 0.01 as revealed by one-way ANOVA analysis (Bonferroni’s multiple comparison test). Values represent the means ± SD of three replicates.

*OsHXK1* was identified to be highly expressed in the germinating seed, leaf, stem, stamen, and endosperm (Figure 6B). This expression pattern is in close agreement with a previous study wherein *OsHXK1* was reported to regulate reactive oxygen species in rice anthers (Zheng et al., 2019) and knockout of *OsHXK1* improved rice photosynthetic efficiency and yield (Zheng et al., 2021). In plant leaves, starch is accumulated during the day and consumed by respiration at night, and therefore, the starch content can indicate the strength of photosynthesis. To investigate whether the photosynthesis product was altered by the significantly elevated expression of *OsHXK1*, we compared the total starch content in GL, OE5, OE9, and NIL-*OsPRR37* leaves at the ending (20:00) and beginning (4:00) of the day. We found the total starch content to be significantly lower in OE5 and OE9 than in GL and NIL-*OsPRR37* at both time points (Figure 6C). The low starch content in OE lines resulted in energy deficit, consequently causing repressed rice growth (Figure 1). These results revealed that the enhanced expression of *OsHXK1* by hypomethylation decreased starch content and rice growth, thus suggesting that *OsHXK1* is a key output gene applied by *OsPRR37* to regulate rice growth.

### Diurnal Expression Analysis of DNA Methylation Related Genes

DNA methylation patterns are decided by coordinated regulation of DNA methylation and demethylation pathways. To explore the upstream genes of DMGs, the genes involved in DNA methylation were profiled with time-course RNA-seq data. In total, based on a recent study, 36 genes were grouped into the RNA-directed DNA methylation (RdDM) pathway, methylation maintenance, and DNA demethylation (Sun et al., 2021). Interestingly, most of them (26 genes) exhibited a peak expression phase of 16:00–20:00 (Figure 7 and Supplementary Figure 5), indicating that DNA methylation, methylation maintenance, and DNA demethylation are particularly active around dusk. Among these, several genes encoding Argonaute (AGO) proteins are altered, including the downregulated *AGO1a* and *AGO1d* and the upregulated *AGO1b* and *AGO18* (Figure 7). The miR168-*AGO1* module can regulate multiple miRNAs to improve yield, reduce flowering time, and enhance immunity (Wang et al., 2021). Meanwhile, AGO18 sequesters miR168 to alleviate the repression of rice AGO1 (Wu et al., 2015), and a regulation module of *miR168a*–*OsAGO1*/*OsAGO18–*-*miRNAs*-target genes was proposed to regulate agronomically important traits (Zhou et al., 2021a). These results combined with our data suggest a causal link between rice growth repression and the altered module of *miR168a*-*OsAGO1*/*OsAGO18*.

**FIGURE 7:**
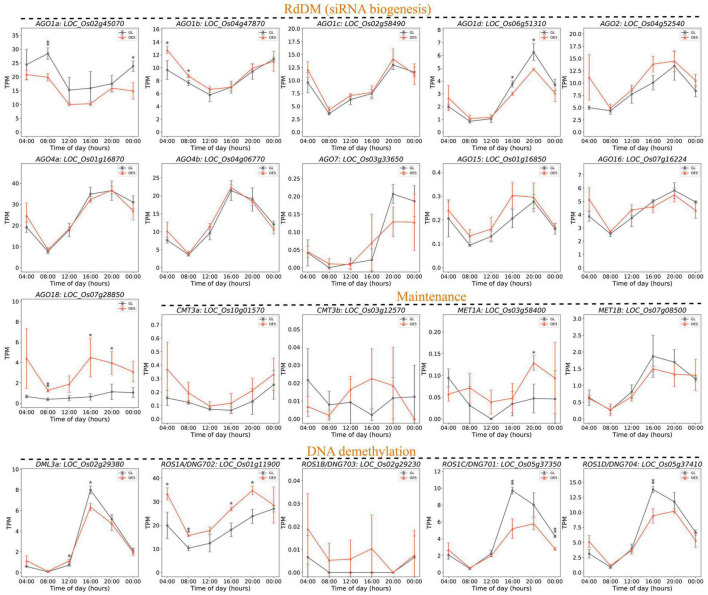
Diurnal expression patterns of DNA methylation-related genes. Eleven *AGO* family members in the RdDM pathway, four genes for methylation maintenance, and five for DNA demethylation were presented with data of time-course transcriptomes. The three groups of genes are arranged under horizontal dash lines with group names of RdDM (siRNA biogenesis), Maintenance, and DNA demethylation. The other five DNA methylation genes and 11 siRNA biogenesis genes in the RdDM pathway are shown in Supplementary Figure 5. The asterisks above curves mean significance difference at *P* < 0.05 (one asterisk) and *P* < 0.01 (two asterisks).

A relatively similar expression of methylation maintenance genes was observed between GL and OE5. Conversely, four out of five genes of DNA demethylation showed significantly different expression in GL and OE5 (Figure 7). Interestingly, the expression of *ROS1C*/*DNG701* and *ROS1D*/*DNG704* was suppressed, whereas that of *ROS1A*/*DNG702* was increased. These three genes were recently reported to demethylate DNA in the gamete and zygote, which is crucial for zygote gene expression and development (Zhou et al., 2021b). In addition, a mutation in *ROS1A*/*DNG702* can generally lead to the increase of CG and CHG but not of CHH hypermethylation on genomes of rice endosperms (Liu J. et al., 2018). This result strongly corroborates our data wherein DMRs were only identified in CG and CHG sequence contexts, and because the expression of *ROS1A*/*DNG702* was increased in OE5, markedly more hypo-DMRs (55.1%) and upregulated DEGs (61.5%) were observed (Figure 7). The effect of *ROS1A*/*DNG702* may be counteracted by the decreased expression of *ROS1C*/*DNG701* and *ROS1D*/*DNG704*. Taken together, we believe that ROS1A/DNG702 was the upstream protein that demethylated the promoter regions of *OsHXK1* and enhanced its expression, thus leading to decreased starch content and reduced rice growth.

## Discussion

### Circadian Rhythm of *OsPRR37* Is Important for Rice Growth

The endogenous expression period of clock genes is crucial for a plant to match the light–dark cycle. If correctly matched, the plant circadian system will enhance photosynthetic carbon fixation and growth (Dodd et al., 2005). Our results found that the circadian expression pattern of *OsPRR37* in OE5 and OE9 was significantly different from that in GL and NIL-*OsPRR37* (Figure 1). Although GL contains a loss-of-function allele of *OsPRR37*, the circadian rhythm and plant growth observed were similar between GL and NIL-*OsPRR37* (Figure 1). Moreover, GL and NIL-*OsPRR37* showed no significant difference in the starch content (Figure 6C). These results confirmed that disturbing circadian rhythm of *OsPRR37* decreased starch content and plant growth.

### Input and Output Pathways for *OsPRR37*

The regulatory network of transcription-translation feedback loops in the core circadian clock is well drawn based on exciting results of research on clock genes (Nakamichi, 2020). However, the inputs and outputs of the circadian clock remain unclear. The photosynthetic endogenous sugar levels provide metabolic entrainment to the circadian clock system through the morning-phased gene *PRR7*, the homolog of *OsPRR37* in Arabidopsis (Haydon et al., 2013). A recent study reported that PRR7 mediates the circadian input to the promoter of CCA1 in the shoots (Nimmo and Laird, 2021). These results indicate an entrainment route of sugar–PRR7–CCA1. In rice, sugars suppress *OsCCA1* expression while OsCCA1 regulates *IPA1* expression to mediate panicle and grain development (Wang et al., 2020). Our results suggested that the *SDT*/*OsmiR156h*-IPA1 module was involved in modulating OsPRR37-mediated rice growth. Based on these results, whether and how sugar–*OsPRR37*–*OsCCA1*–*SDT*/*OsmiR156h*–*IPA1* comprises an integrated pathway need more evidence in the future. Furthermore, the enrichment analysis found that upregulated genes were enriched in carbohydrate metabolic process (Figure 4C), amino sugar and nucleotide sugar metabolism, and carbon metabolism pathways (Figure 4E). These results suggested that sugar and carbon metabolism pathways are altered by *OsPRR37* overexpression. Meanwhile, several downregulated genes are enriched in nitrate assimilation (Figure 4D) and nitrogen metabolism (Figure 4F), suggesting that nitrate assimilation and metabolism would be other pathways coordinated by OsPRR37 to affect plant growth.

### The Role of Differentially Methylated OsPRR37-Output Genes

Epigenetic modifications are closely associated with alterations in chromatin structure, such as histone modification and DNA methylation. Rhythmic transcription of Arabidopsis clock genes was considered to be regulated by rhythmic histone modification (Song and Noh, 2012). However, to our knowledge, there has been no research on the role of DNA methylation in regulating clock output genes. OsPRR37 was believed to repress morning-phased output genes and indirectly activate evening-phase output genes (Liu C. et al., 2018). In the present study, as we focused on samples in the morning (9:00), and our primary goal was to identify the key overlapping genes that were downregulated by OsPRR37. In this process, we hoped to get some insight into how OsPRR37 is associated with DNA methylation pathways so as to directly repress the morning-phased output genes. However, the results showed that 25 out of 35 overlapping genes were upregulated, and the expression levels of 22 genes were negatively correlated with methylation levels (Figures 5B,C). These results supported our hypothesis that DNA methylation contributed to the regulation of OsPRR37-output genes, but the dynamic methylation of these output genes is probably under an indirect regulation of OsPRR37. 

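In the deposited counts, 24 of the 34 overlapping loci were higher in OE5 and 10 were lower, by the sign of edgeR's log2 fold change. The signs did not differ with DESeq2, RLE or upper-quartile normalization or filterByExpr. Of the 24, 21 had a fold change opposite to the paper's methylation difference in at least 1 context. Most of the 10 lower loci also lost methylation in the paper's lists. The 21 of 24 therefore restates in part that most listed loci lost methylation. From the directions of change, the paper reasons that DNA methylation contributes to the control of the OsPRR37-output genes. It proposes that OsPRR37 acts on their methylation indirectly.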

In other words, the differentially methylated output genes are in the most downstream of OsPRR37, such as *OsHXK1*, *SDT*/*OsmiR156h*, and *OsMADS18*, which are more directly to regulate rice growth, flowering, and yield.

### The Hierarchical Regulation Network of *OsPRR37*

Different members of PRRs are supposed to function at their specific times of the day to repress clock output genes (Farre and Liu, 2013). Accumulating evidence has indicated that PRRs interact with other proteins to regulate the transcription of output genes. The B-box (BBX)-containing proteins BBX19 and BBX18 can physically interact with PRR9, PRR7, and PRR5 in a precise temporal order from dawn to dusk, thus cooperatively regulating the output genes (Yuan et al., 2021). OsPRR73 interacts with histone deacetylase 10 (HDAC10) to co-repress *OsHKT2;1*, a plasma membrane-localized Na(+) transporter, and confers salt stress tolerance to rice (Wei et al., 2020). The OsPRR37 protein can interact with Ghd8 and NF-YCs, which form an alternative OsNF-Y heterotrimer to affect Hd1-mediated regulation of *Hd3a* and flowering (Goretti et al., 2017). The distinct role of *OsPRR37* in the ZH11 background indicated that OsPRR37 can associate with different partners to perform different functions (Hu et al., 2021). Moreover, the 35 identified differentially methylated DEGs accounted for only a small proportion of DEGs (Figure 5A). These results draw a map of the hierarchical regulation network for OsPRR37 and thus put forward an interesting question about the partners of OsPRR37 with which it regulates the large amount of remaining DEGs. Nevertheless, differentially methylated DEGs are the key candidates to regulate rice growth.

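The 32 overlapping loci called here made up 4.9% of the 653 DEGs by edgeR, and the 34 called by DESeq2 made up 4.4% of its 772 DEGs.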

Epigenetic marks that modulate the expression of genes behind the traits of interest have potential applications in crop enhancement (Kakoulidou et al., 2021). With the development of multi-omics technologies and related data processing pipelines (Feng et al., 2021; Iqbal et al., 2021), the hierarchical regulation network of the circadian clock will be gradually parsed and applied to improve rice traits. Recently, the representative role of OsPRR37 in the control of photoperiodic flowering was systematically reviewed (Chen et al., 2021; Zhou et al., 2021c). However, the underlying mechanism of how OsPRR37 regulates its output genes to affect multiple agronomic traits remains unclear. By integrative analysis of WGBS and RNA-seq data, our results revealed that DNA methylation contributes to the regulation of OsPRR37-output genes, which provides an alternative strategy to improve plant growth through epigenetic modulation of OsPRR37-output genes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: GEO, NCBI: GSE192416.

## Author Contributions

CL designed the study, carried out most of the data analysis, and wrote the manuscript. NL performed the qRT-PCR and determined the starch content. ZL, QS, XP, XX, CD, and ZX performed the data analysis of time-course transcriptomes and tissue-specific microarray data. KS, FY, and ZH provided insightful suggestions on data analysis and writing of manuscript. All authors have read and agreed to the submitted version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: CG and CHG Methylation Contribute to the Transcriptional Control of OsPRR37-Output Genes in Rice
**Source:** Front Plant Sci. 2022 Feb 15;13:839457. doi: 10.3389/fpls.2022.839457
**Supplement:** Supplementary file 1

## SUPPLEMENTARY MATERIAL

### Supplementary Figures

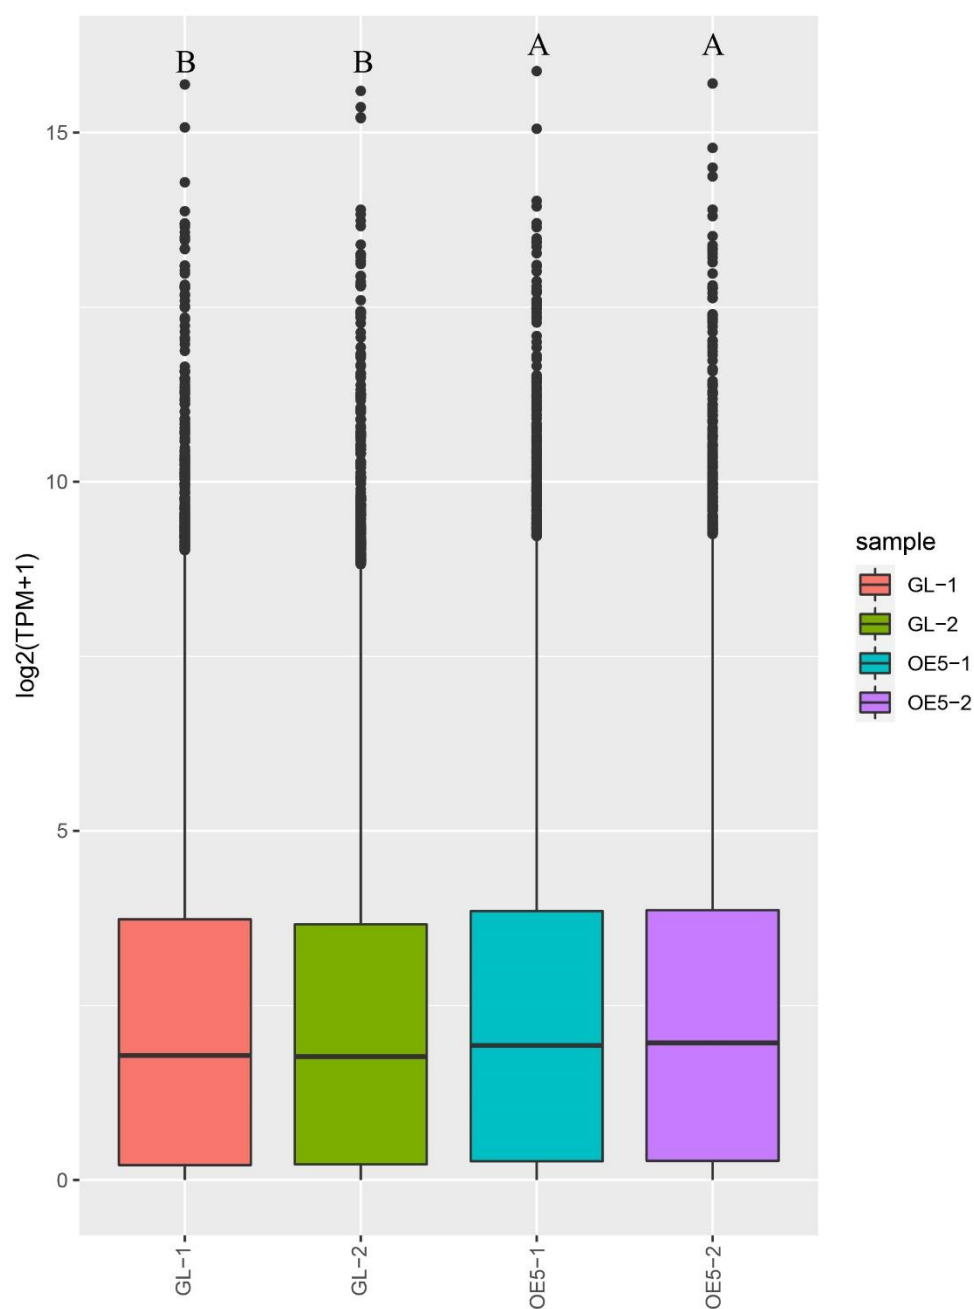

**Supplementary Figure 1.** Overall expression level of GL and OE5 samples. Different letters above violin plots represent significant differences at  $P < 0.01$  as revealed by one-way ANOVA analysis (Tukey's multiple comparison test)

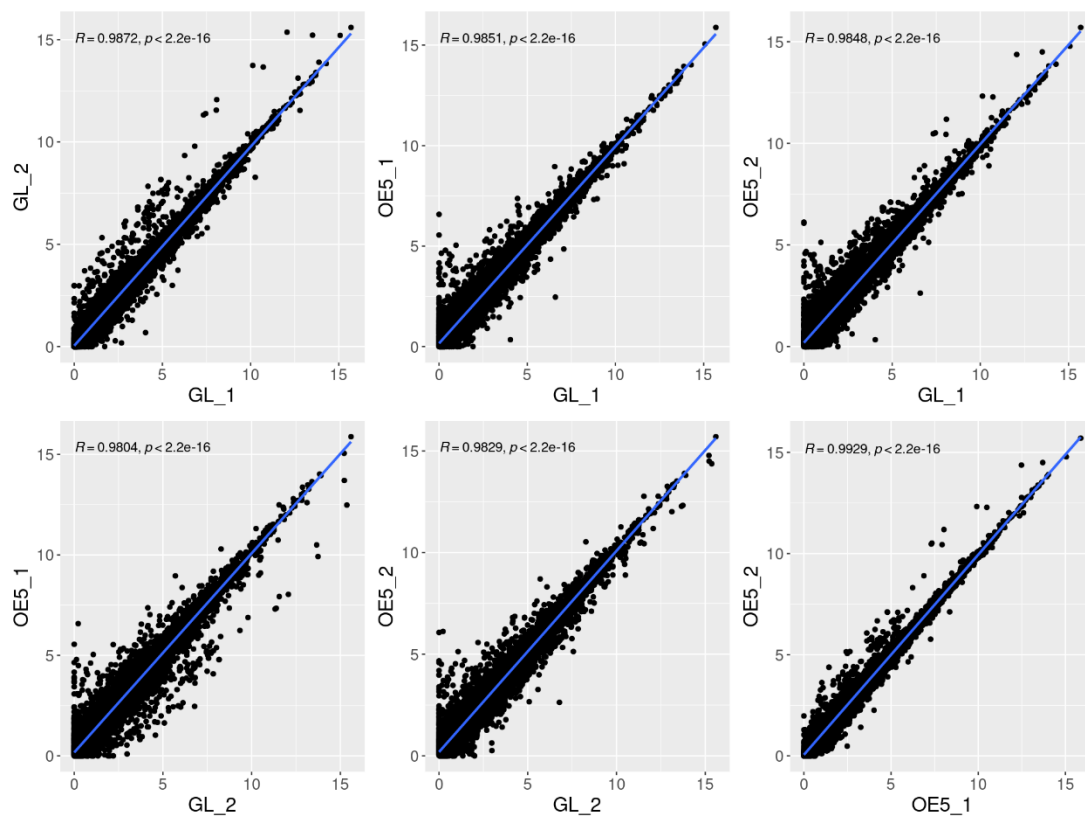

**Supplementary Figure 2.** Correlation of gene expression between RNA-seq samples

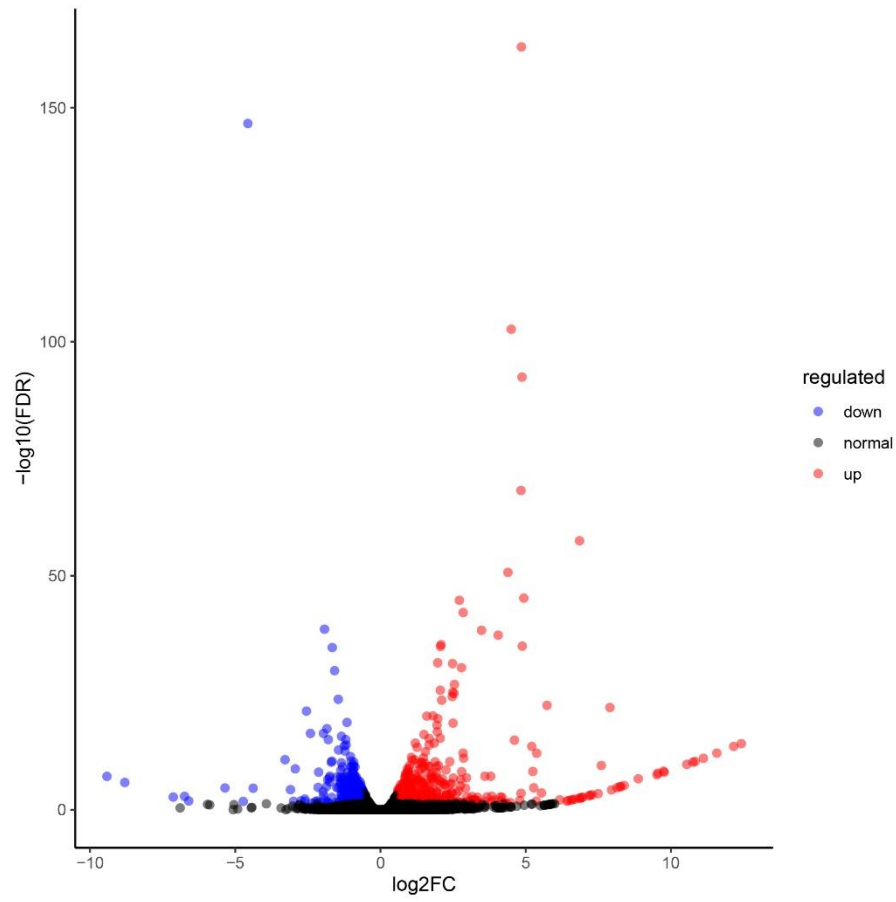

**Supplementary Figure 3.** Identification of differentially expressed genes between GL and OE5

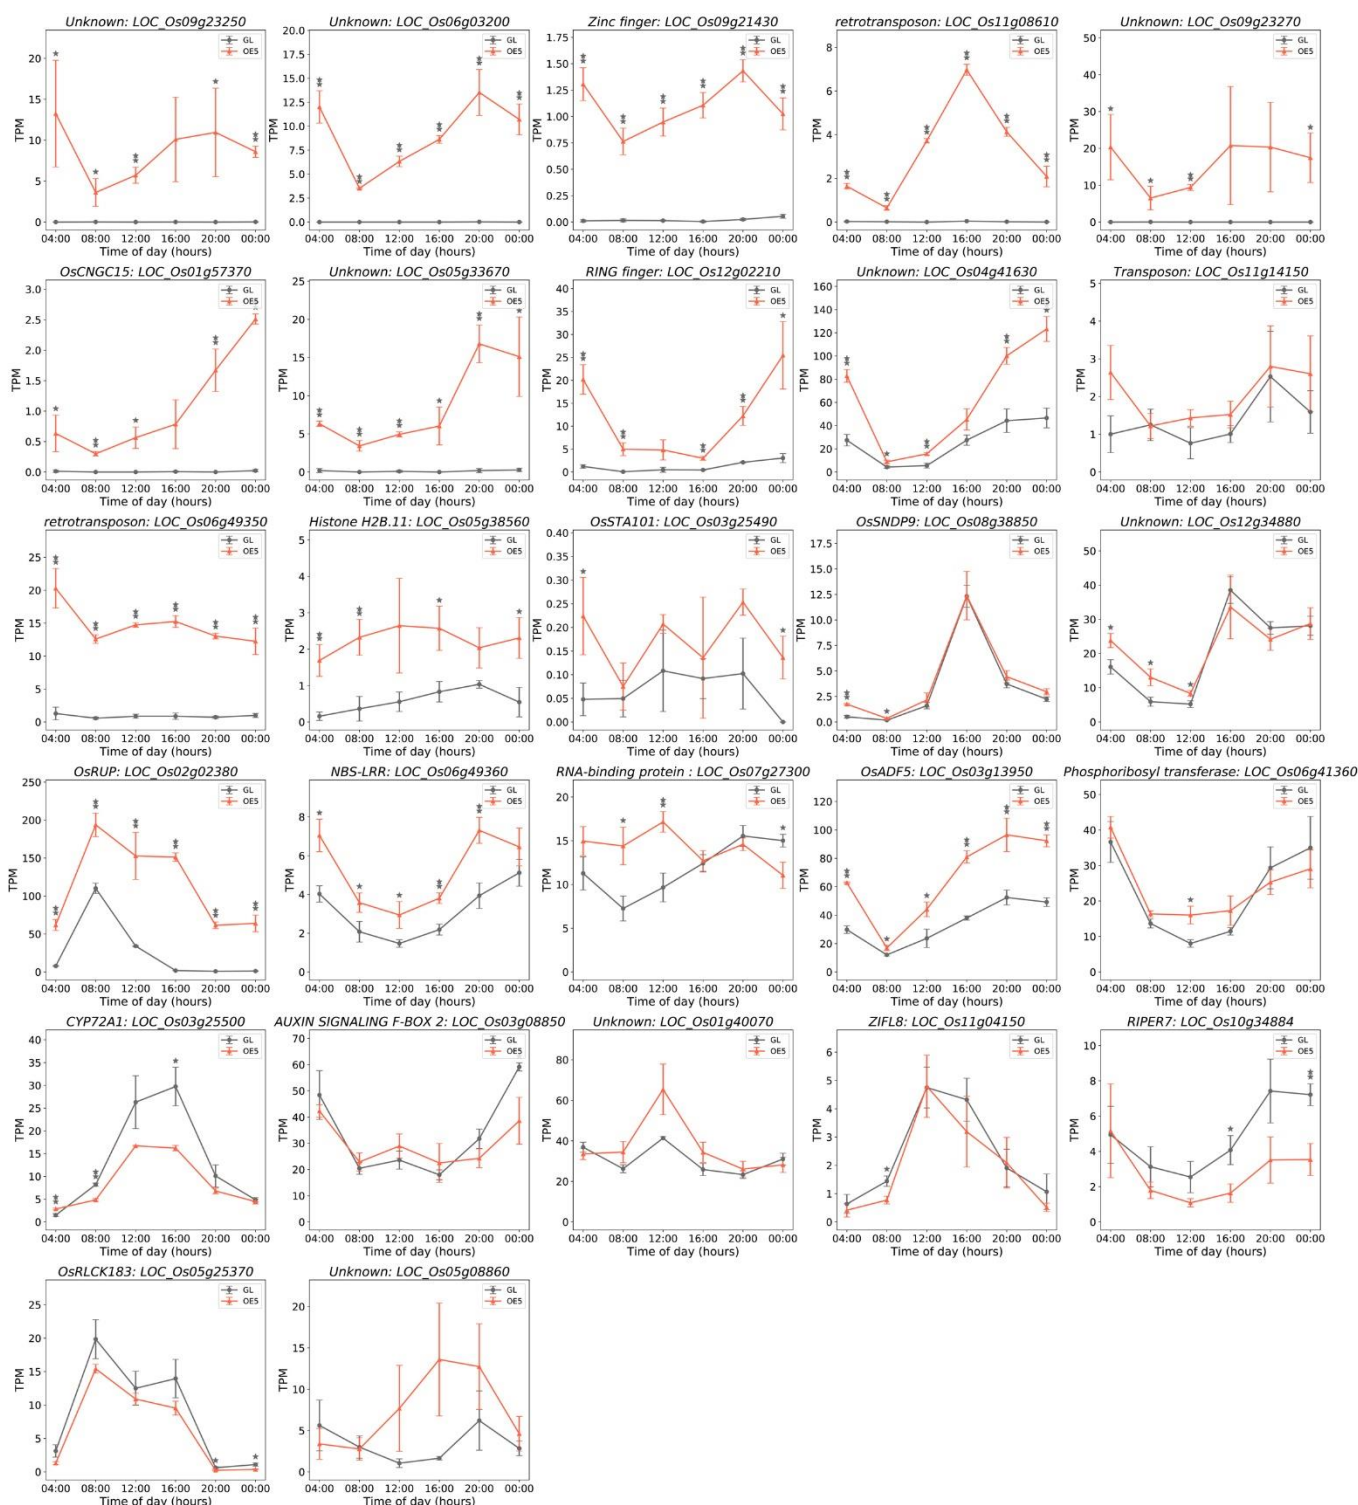

**Supplementary Figure 4.** Diurnal expression analysis of unknown overlapping genes. The asterisks above curves mean significance difference at  $P < 0.05$  (one asterisk) and  $P < 0.01$  (two asterisks).

### RdDM (DNA methylation)

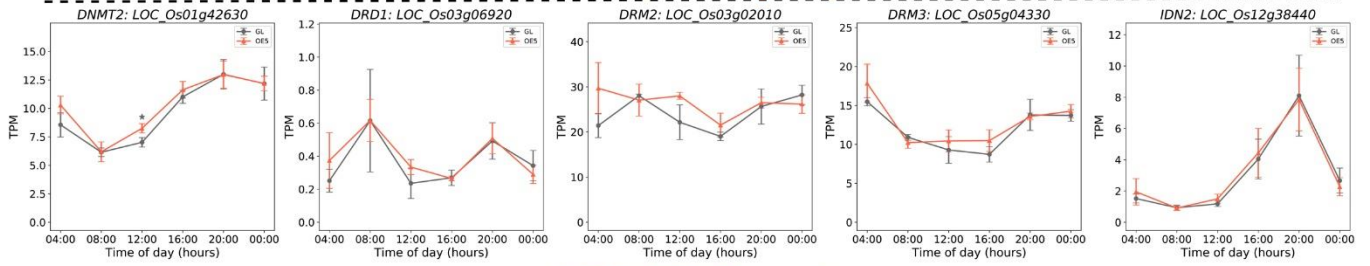

### RdDM (siRNA biogenesis)

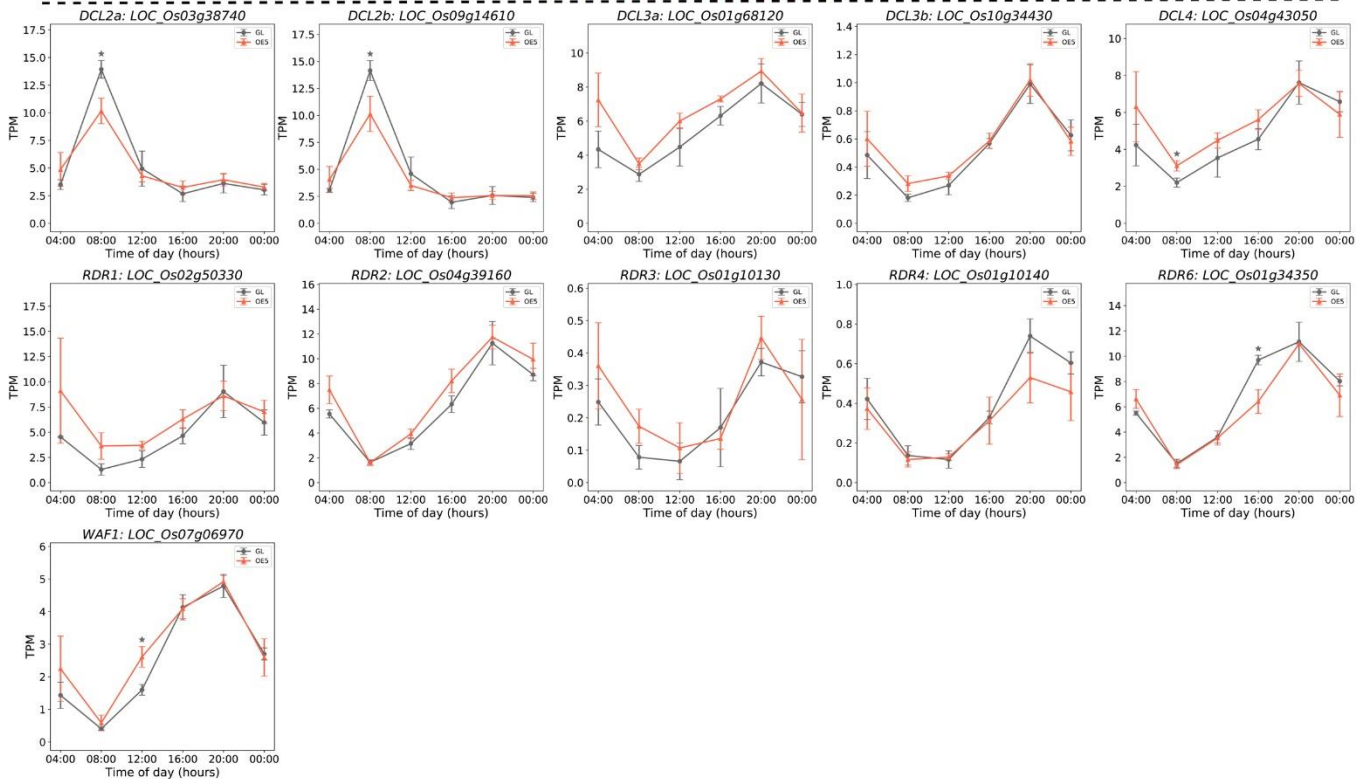

**Supplementary Figure 5.** Diurnal expression analysis of remained genes involved in RdDM pathway. The asterisks above curves mean significance difference at  $P < 0.05$  (one asterisk) and  $P < 0.01$  (two asterisks).

## Supplementary Tables

**Supplementary Table 1.** Tissue-specific sample information of microarray data used in this study

| Sample_name      | Developmental.stage            | Tissue                        | Treatment | Planting.condition | Variety     | Biological.<br>replicates..variety | Technical.replicates.<br>biological.replicate |
|------------------|--------------------------------|-------------------------------|-----------|--------------------|-------------|------------------------------------|-----------------------------------------------|
| germinating.seed | 72 h after soaking in water    | Germinating seed              | NA        | Laboratory         | Zhenshan 97 | 2                                  | NA                                            |
| plumule.1        | 48 h after germination         | Plumule                       | NA        | Laboratory         | Zhenshan 97 | 2                                  | NA                                            |
| plumule.2        | 48 h after germination         | Plumule                       | Dark      | Laboratory         | Zhenshan 97 | 2                                  | NA                                            |
| radicle.1        | 48 h after germination         | Radicle                       | NA        | Laboratory         | Zhenshan 97 | 2                                  | NA                                            |
| radicle.2        | 48 h after germination         | Radicle                       | Dark      | Laboratory         | Zhenshan 97 | 2                                  | NA                                            |
| seedling.1       | 3 days after sowing            | Seedling                      | NA        | Hydroponics        | Zhenshan 97 | 3                                  | 2                                             |
| seedling.2       | Trefoil stage                  | Seedling                      | NA        | Hydroponics        | Zhenshan 97 | 3                                  | 2                                             |
| leaf.1           | Young panicle (less than 1 mm) | Leaf                          | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| leaf.2           | Young panicle: 40-50 mm        | Leaf                          | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| leaf.3           | 5 days before heading          | Flag leaf                     | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| leaf.4           | 14 days after flowering        | Flag leaf                     | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| palea.lemma      | 1 day before flowering         | Palea/lemma                   | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| root             | Seedling with 2 tillers        | Root                          | NA        | Hydroponics        | Zhenshan 97 | 2                                  | NA                                            |
| shoot            | Seedling with 2 tillers        | Shoot                         | NA        | Hydroponics        | Zhenshan 97 | 2                                  | NA                                            |
| sheath.1         | Young panicle (less than 1 mm) | Sheath                        | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| sheath.2         | Young panicle:40-50 mm         | Sheath                        | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| stem.1           | 5 days before heading          | Stem                          | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| stem.2           | Heading stage                  | Stem                          | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| panicle.1        | Young panicle (less than 1 mm) | Panicle                       | NA        | Normal field       | Zhenshan 97 | 3                                  | 2                                             |
| panicle.2        | Young panicle (3-5 mm)         | Panicle                       | NA        | Normal field       | Zhenshan 97 | 3                                  | 2                                             |
| panicle.3        | Young panicle (10-15 mm)       | Panicle                       | NA        | Normal field       | Zhenshan 97 | 3                                  | 2                                             |
| panicle.4        | Young panicle: 40-50 mm        | Panicle                       | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| panicle.5        | Heading stage                  | Panicle                       | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| spikelet         | 3 day after flowering          | Spikelet                      | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| stamen           | 1 day before flowering         | Stamen                        | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| endosperm.1      | 7 days after pollination       | Endosperm(embryo is excluded) | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| endosperm.2      | 14 days after pollination      | Endosperm(embryo is excluded) | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |
| endosperm.3      | 21 days after pollination      | Endosperm(embryo is excluded) | NA        | Normal field       | Zhenshan 97 | 2                                  | NA                                            |

**Supplementary Table 2.** Trimming statistics of Whole Genome Bisulfite Sequencing data

| Sample | Raw reads  | Raw<br>bases(G) | Clean<br>reads | Clean bases(G) | Clean<br>rate(%) | Q30(%) | GC(%) | BS conversion rate(%) |
|--------|------------|-----------------|----------------|----------------|------------------|--------|-------|-----------------------|
| GL-1   | 48,752,185 | 14.63           | 45,246,229     | 13.07          | 92.8             | 92.7   | 22.6  | 99.7                  |
| GL-2   | 63,773,173 | 19.13           | 59,675,582     | 17.4           | 93.6             | 92.6   | 23.3  | 99.6                  |
| OE5-1  | 59,530,161 | 17.86           | 56,065,476     | 16.4           | 94.2             | 92.8   | 23.0  | 99.8                  |
| OE5-2  | 56,527,166 | 16.96           | 53,133,046     | 15.52          | 94.0             | 92.6   | 22.8  | 99.7                  |

**Supplementary Table 3.** Alignment of Whole Genome Bisulfite Sequencing data

| Sample | Clean reads | Unique mapped reads | PCR duplications | Valid mapped reads |
|--------|-------------|---------------------|------------------|--------------------|
| GL-1   | 45,246,229  | 24,162,833(53.4%)   | 5,068,357(21.0%) | 19,094,476         |
| GL-2   | 59,675,582  | 30,872,412(51.7%)   | 8,115,170(26.3%) | 22,757,242         |
| OE5-1  | 56,065,476  | 30,420,707(54.2%)   | 7,497,781(24.7%) | 22,922,926         |
| OE5-2  | 53,133,046  | 27,707,583(52.2%)   | 6,829,677(24.7%) | 20,877,906         |

**Supplementary Table 4.** Sequencing depth and coverage of data

| Sample | Context_type | Total_cytosine | Mean_depth | Effect_depth | Coverage | Coverage(depth>=5) |
|--------|--------------|----------------|------------|--------------|----------|--------------------|
| GL-1   | CG           | 30,872,222     | 3.0        | 5.7          | 53.1%    | 14.0%              |
| GL-1   | CHG          | 27,422,379     | 3.1        | 5.3          | 58.5%    | 15.2%              |
| GL-1   | CHH          | 104,533,760    | 4.0        | 6.4          | 61.9%    | 19.0%              |
| GL-2   | CG           | 30,872,222     | 4.0        | 6.8          | 59.3%    | 17.4%              |
| GL-2   | CHG          | 27,422,379     | 4.1        | 6.3          | 64.6%    | 19.6%              |
| GL-2   | CHH          | 104,533,760    | 5.0        | 7.4          | 67.1%    | 23.2%              |
| OE5-1  | CG           | 30,872,222     | 4.0        | 6.9          | 57.1%    | 17.6%              |
| OE5-1  | CHG          | 27,422,379     | 4.1        | 6.5          | 62.6%    | 19.7%              |
| OE5-1  | CHH          | 104,533,760    | 5.1        | 7.7          | 65.5%    | 23.8%              |
| OE5-2  | CG           | 30,872,222     | 3.7        | 6.0          | 61.6%    | 17.9%              |
| OE5-2  | CHG          | 27,422,379     | 3.9        | 5.8          | 67.0%    | 21.3%              |
| OE5-2  | CHH          | 104,533,760    | 4.8        | 6.9          | 69.4%    | 25.4%              |

**Supplementary Table 5.** Global methylation levels for CG, CHG and CHH sites

| Sample | mCG       | mCG_percent | mCHG      | mCHG_percent | mCHH      | mCHH_percent |
|--------|-----------|-------------|-----------|--------------|-----------|--------------|
| GL-1   | 3,272,054 | 10.6%       | 2,114,108 | 7.7%         | 4,185,459 | 4.0%         |
| GL-2   | 3,942,658 | 12.8%       | 2,532,960 | 9.2%         | 4,681,130 | 4.5%         |
| OE5-1  | 4,025,932 | 13.0%       | 2,649,978 | 9.7%         | 5,144,286 | 4.9%         |
| OE5-2  | 3,793,694 | 12.3%       | 2,448,147 | 8.9%         | 4,684,537 | 4.5%         |

**Supplementary Table 6.** Quality control of RNA-seq clean data

| Sample | Total read pairs | GC(%) | Clean base(bp) | Q20   | Q30   |
|--------|------------------|-------|----------------|-------|-------|
| GL-1   | 23,559,582       | 53    | 3,520,012,181  | 99.4% | 85.6% |
| GL-2   | 25,090,638       | 54    | 3,748,219,768  | 99.4% | 86.1% |
| OE5-1  | 25,898,111       | 53    | 3,871,921,883  | 99.3% | 84.9% |
| OE5-2  | 26,350,196       | 53    | 3,938,070,846  | 99.4% | 85.6% |

**Supplementary Table 7.** Alignment of RNA-seq data

| Samples | Total read pairs | Total mapped reads | Mapped ratio |
|---------|------------------|--------------------|--------------|
| GL-1    | 23,559,582       | 21,262,523         | 90.2%        |
| GL-2    | 25,090,638       | 22,749,681         | 90.7%        |
| OE5-1   | 25,898,111       | 23,316,069         | 90.0%        |
| OE5-2   | 26,350,196       | 23,767,877         | 90.2%        |

**Supplementary Table 8.** Support data for Figure 5B

| MSU_loci       | Gene_symbol                | Function | seqnames | width | methDiff   | qval     | CG_count | annotation         | logFC       |
|----------------|----------------------------|----------|----------|-------|------------|----------|----------|--------------------|-------------|
| LOC_Os11g14150 | Transposon                 | Putative | Chr11    | 228   | -0.8111969 | 0.015738 | 9        | Distal Intergenic  | 4.85326157  |
| LOC_Os03g25490 | OsSTA101                   | Putative | Chr3     | 467   | -0.8565879 | 0.015738 | 6        | Promoter (<=1kb)   | 2.08766517  |
| LOC_Os02g02380 | OsRUP                      | Putative | Chr2     | 107   | 0.7167148  | 0.025254 | 5        | Promoter (1-2kb)   | 1.51398026  |
| LOC_Os07g26540 | OsH XK1                    | Known    | Chr7     | 791   | -0.8096712 | 0.015738 | 11       | Promoter (<=1kb)   | 11.0994274  |
| LOC_Os07g27300 | RNA-binding protein        | Putative | Chr7     | 288   | -0.5977463 | 0.015738 | 12       | Promoter (<=1kb)   | 0.95279263  |
| LOC_Os04g41630 | LOC_Os04g41630             | Unknown  | Chr4     | 128   | -0.2387869 | 0.015738 | 17       | Promoter (<=1kb)   | 5.21479448  |
| LOC_Os09g23270 | LOC_Os09g23270             | Unknown  | Chr9     | 94    | -0.9304457 | 0.015738 | 7        | Promoter (<=1kb)   | 9.82483102  |
| LOC_Os01g57370 | OsCNGC15                   | Putative | Chr1     | 90    | -0.8534341 | 0.015738 | 8        | Downstream (1-2kb) | 9.56450513  |
| LOC_Os12g34880 | LOC_Os12g34880             | Unknown  | Chr12    | 132   | -0.5613837 | 0.025254 | 9        | Promoter (<=1kb)   | 1.56464942  |
| LOC_Os05g33670 | LOC_Os05g33670             | Unknown  | Chr5     | 221   | -0.7177033 | 0.015738 | 10       | Promoter (<=1kb)   | 8.27493171  |
| LOC_Os06g44034 | SDT/OsmiR156h              | Known    | Chr6     | 136   | -0.4186401 | 0.048193 | 6        | Promoter (2-3kb)   | 0.65142282  |
| LOC_Os01g42160 | MEGL14                     | Putative | Chr1     | 156   | -0.6140306 | 0.015738 | 13       | Promoter (2-3kb)   | 7.35808557  |
| LOC_Os05g38560 | Histone H2B.11             | Putative | Chr5     | 147   | -0.9481512 | 0.015738 | 7        | Promoter (<=1kb)   | 2.99648095  |
| LOC_Os03g08850 | AUXIN SIGNALING F-BOX 2    | Putative | Chr3     | 162   | -0.7683079 | 0.025254 | 9        | Promoter (<=1kb)   | -0.69908188 |
| LOC_Os06g41360 | Phosphoribosyl transferase | Putative | Chr6     | 439   | -0.4339326 | 0.015738 | 13       | Promoter (<=1kb)   | 0.59901272  |
| LOC_Os05g39540 | OsZIP9                     | Known    | Chr5     | 783   | -0.6548336 | 0.015738 | 10       | Promoter (<=1kb)   | 2.85065752  |

**Supplementary Table 9.** Support data for Figure 5C

| MSU_loci       | Gene_symbol     | Function | seqnames | width | methDiff   | qval      | CHG_count | annotation         | logFC     |
|----------------|-----------------|----------|----------|-------|------------|-----------|-----------|--------------------|-----------|
| LOC_Os06g49350 | retrotransposon | Putative | Chr6     | 260   | -0.4446391 | 0.0363154 | 10        | Promoter (<=1kb)   | 4.5408213 |
| LOC_Os11g14150 | Transposon      | Putative | Chr11    | 1357  | -0.2050417 | 0.0041513 | 37        | Promoter (<=1kb)   | 4.8532616 |
| LOC_Os03g25490 | OsSTA101        | Putative | Chr3     | 94    | -0.4999562 | 0.0108765 | 9         | Distal Intergenic  | 2.0876652 |
| LOC_Os05g25370 | OsRLCK183       | Putative | Chr5     | 333   | 0.20907248 | 0.0067947 | 9         | 5' UTR             | -1.790562 |
| LOC_Os12g02210 | RING finger     | Putative | Chr12    | 234   | -0.4298426 | 0.0052555 | 6         | Promoter (1-2kb)   | 5.2435229 |
| LOC_Os09g23250 | LOC_Os09g23250  | Unknown  | Chr9     | 174   | -0.2246218 | 0.0247961 | 6         | Promoter (1-2kb)   | 11.618061 |
| LOC_Os07g26540 | OsH XK1         | Known    | Chr7     | 1084  | -0.24092   | 0.0085022 | 13        | Promoter (<=1kb)   | 11.099427 |
| LOC_Os06g03200 | LOC_Os06g03200  | Unknown  | Chr6     | 136   | -0.3014988 | 0.0114301 | 5         | Promoter (<=1kb)   | 10.865097 |
| LOC_Os09g21430 | Zinc finger     | Putative | Chr9     | 536   | 0.23874443 | 0.0041513 | 12        | Intron             | 10.779811 |
| LOC_Os11g08610 | retrotransposon | Putative | Chr11    | 786   | -0.4212087 | 0.0041513 | 20        | Exon               | 10.586134 |
| LOC_Os11g04150 | ZIFL8           | Putative | Chr11    | 97    | -0.3147427 | 0.0164331 | 6         | Promoter (<=1kb)   | -1.010984 |
| LOC_Os01g40070 | LOC_Os01g40070  | Unknown  | Chr1     | 104   | -0.3615598 | 0.0085022 | 7         | Distal Intergenic  | -0.978161 |
| LOC_Os08g38850 | OsSN DP9        | Putative | Chr8     | 485   | -0.4894586 | 0.0041513 | 10        | Promoter (<=1kb)   | 1.6509955 |
| LOC_Os05g33670 | LOC_Os05g33670  | Unknown  | Chr5     | 207   | -0.4895094 | 0.0224495 | 5         | Promoter (<=1kb)   | 8.2749317 |
| LOC_Os05g08860 | LOC_Os05g08860  | Unknown  | Chr5     | 588   | 0.24844012 | 0.0199979 | 15        | Promoter (2-3kb)   | -2.173924 |
| LOC_Os10g34884 | RIPER7          | Putative | Chr10    | 4936  | 0.22741254 | 0.0041513 | 146       | Promoter (1-2kb)   | -1.226017 |
| LOC_Os03g13950 | OsADF5          | Putative | Chr3     | 850   | -0.4183993 | 0.0041513 | 10        | Downstream (2-3kb) | 0.6716088 |
| LOC_Os07g48980 | OsNAS3          | Known    | Chr7     | 618   | -0.3611991 | 0.048438  | 6         | Distal Intergenic  | -1.961784 |
| LOC_Os07g41370 | OsMADS18        | Known    | Chr7     | 158   | -0.2512089 | 0.0393703 | 10        | Distal Intergenic  | -0.650052 |
| LOC_Os05g38560 | Histone H2B.11  | Putative | Chr5     | 211   | -0.4749849 | 0.0049426 | 8         | Promoter (<=1kb)   | 2.9964809 |
| LOC_Os03g25500 | CYP72A1         | Putative | Chr3     | 244   | -0.3793179 | 0.0067947 | 8         | Promoter (2-3kb)   | -0.659127 |
| LOC_Os01g46860 | PHT1-11         | Known    | Chr1     | 126   | 0.45126216 | 0.0174635 | 6         | Promoter (1-2kb)   | 1.1691837 |
| LOC_Os03g24930 | OsRLCK109       | Known    | Chr3     | 70    | -0.2567508 | 0.0088317 | 6         | Distal Intergenic  | -0.600082 |

How the deposited data were processed for this re-analysis (not part of the article)

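RNA-seq was made from leaves of GL and OE5, with 2 biological replicates each. Whole-genome bisulfite samples of the same plants were mapped to their genotypes but not analysed here, so methylation differences are the paper's. Which libraries are GL and OE5 was taken from the sample labels, and that the overexpression line is OE5 was taken from the paper's methods.

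The authors removed adapters with fastp, mapped the reads to the Nipponbare genome (MSU v7.0) with Hisat2 and ran TPMCalculator. The deposited counts are raw counts of reads per MSU locus, without normalization. The deposited TPM values are scaled to gene length and to the total of each library. Count divided by TPM gave the same relative length for a gene in each library, with a spread of at most 0.00179% among the 9021 genes over 500 counts, so the TPM values were checked to be the counts over a shared length. The 15 largest values all end in 0, since they are written to fewer digits. None of the identifiers was found in the RefSeq name table (0 matched), so gene names and their loci were taken only from the paper's text, its tables and the panel titles of its figures on DNA methylation-related genes, and the overexpressed gene itself is not reported here.

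Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, estimateDisp and glmQLFit with robust = TRUE, glmQLFTest, prior count 2). A DEG had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. As in the paper, genes were kept where the sum of TPM over the replicates reached 2 in GL or in OE5. Normalized counts are counts divided by the relative effective library size. The edgeR test gives no standard error, so it was taken as the absolute log2 fold change over the square root of the test's F statistic. DESeq2 1.42.0 and limma 3.58.1 (limma-trend on log2(TPM + 1), pseudocount 1) were alternatives, along with other normalizations, filters, thresholds, a replicate block and each library left out. The TMM factors were 0.990 and 0.914 for the GL and 1.04 and 1.06 for the OE5 libraries. The common biological coefficient of variation was 14.6%. Where both libraries of a genotype had 3 or fewer counts, the fold change is a lower bound against 3 counts. Such floors cover counting error only. That the libraries of a genotype are biological replicates is taken from the paper. Their counts differed by more than the sampling noise (chi-square per degree of freedom of 188 for GL and 55.7 for OE5), so they were not merged as reads of the same library, but this cannot tell separate plants from separate preparations of the same material.

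The design, the rule for named genes and all alternatives except the crossed pairing and the halved counts were set before the data were examined. Those 2 alternatives, and the loci, the minimum count and the tests that the text marks as such, were chosen afterwards. Named genes are those the paper gives by locus and the 2 DEGs with the smallest p in each direction whose OE5 libraries both lie on one side of both GL libraries.

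The tests were tested on simulated data with 19280 genes, of which 200 were changed by known fold changes. With the dispersion of each gene as estimated, edgeR recovered 97.5% and DESeq2 96.5% of the changed genes. These shares hold for the simulated fold changes only. They were not split by size, so they do not give the power for changes near the fold limit. Of the calls by edgeR and DESeq2, 14.1% and 12.7% were false, above the limit of 0.05. With the trended dispersion, the false share was 3% and 2.5%. With no changed gene, edgeR made 11 calls and DESeq2 17 in the former simulation and 0 in the latter. The clustering test called 1 of 40 simulated lists without clusters and 40 of 40 with 30 planted pairs. It used 10000 shuffles in Python 3.11.15.

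GO and KEGG enrichment, the time-course and tissue data, qRT-PCR and starch measurements were not analysed here.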

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

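The pattern was noticed in the data, and the tests on it were set before their results were seen.

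The signal that stands out in genes the paper does not discuss is a set of loci that are silent in GL. With 3 or fewer counts in both GL libraries and 30 or more in both OE5 libraries, 26 genes were switched on in OE5, and 3 genes met the reverse condition. The minimum of 30 was chosen after seeing the data. Of the 26, 9 are in the paper's tables of overlapping genes and 17 are not. The 26 genes had a median of 168 normalized counts in OE5, and 22 of them were DEGs. A greater depth of the OE5 libraries would add such genes. With every library thinned to the lowest total, 24 genes were switched on and 3 off (exact binomial p = 4.9e-05), so depth does not account for the excess. Another candidate explanation is a set of genome segments that differ between the lines, such as a residual difference between OE5 and the GL plants. Of the 26 genes, 3 lay within 50 listed genes of another, where random draws from the 10019 genes as silent in GL gave 1.98 (permutation p = 0.26). The 3 are LOC_Os09g23250, LOC_Os09g23260 and LOC_Os09g23270, next to each other, where 0.22 genes within 5 of another are expected (permutation p = 0.0045 over 10000 draws). LOC_Os09g23260 was chosen after its values were seen. With so few genes, segments that hold a single switched-on gene cannot be told apart from scattered changes. Both lines were mapped to the genome of another variety, Nipponbare. A difference between GL and that reference is shared by them only where OE5 carries the GL sequence, which was not checked. The genotype, OsPRR37 overexpression, and changes that arose when the line was made stay open and were not tested.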

How the results depend on the processing

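The numbers of DEGs, 653 in all with 407 upregulated and 246 downregulated, stayed within 1.5 times under DESeq2, RLE and upper-quartile normalization, filterByExpr, the TPM filter in both genotypes, the replicate block, without the 20 highest genes and without a fold limit. They moved further under these settings. Without a filter, 1207 genes were called, 776 up and 431 down, and the fit's prior degrees of freedom became infinite for the median gene, so the spread of most genes was taken from the trend alone. With a fold change over 2, 344 genes were called, 249 up and 95 down. With limma-trend on log2(TPM + 1), 98 were down and the share of upregulated DEGs rose from 62.3% to 83.1%. That fit had no TMM normalization, and on its scale the median of OE5 was 0.15 higher over the same genes. A shift of scale toward OE5 may therefore enter these calls, and its share was not tested. Leaving out each library in turn, from 602 to 631 DEGs, from 382 to 396 of the upregulated and from 220 to 235 of the downregulated kept a fold change over 1.5. With a single library in a genotype there is no p-value.

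With the replicate block, 708 genes were called, of which 608 were among the 653. The paper does not say that the replicate numbers mark a shared batch. Across the tested genes, the deviations of same-numbered libraries had a Pearson's r of 0.126 and a Spearman's rho of -0.1237, so the pairing is unclear. With the pairing crossed, 751 genes were called, 459 up and 292 down. With counts halved, because mates were counted singly, 662 genes were called, of which 648 were among the 653. The crossed pairing and the halved counts were chosen after seeing the data. Among the 34 overlapping loci, OsRLCK109 had no call under the replicate block, and OsZIP9 and OsNAS3 were called under it.

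The overall difference in level was 0.16, moved to 0.26 with a pseudocount of 0.1 and to 0.0499 as TMM-normalized CPM. It ranged from 0.14 to 0.17 across the fits that left out a library. The lowest and highest correlations between libraries were 0.9522 and 0.9636 with Spearman's rho, 0.9709 and 0.9899 over genes passing the TPM filter, and 0.9801 and 0.9884 with a pseudocount of 0.1. As TMM-normalized CPM the lowest was 0.9909. The median change of upregulated DEGs was 22.0 as a mean difference in TPM, 1.17 from edgeR, 1.30 with a pseudocount of 0.1 and 1.03 for DESeq2's DEGs. For the downregulated DEGs it was -40.8 TPM, -0.91 from edgeR and -0.74 with a pseudocount of 0.1. With genes at or under 3 counts at their bounds, edgeR's medians stayed at 1.17 and -0.91. Across the fits that left out a library, the changes ranged from 1.06 to 1.13 and from -0.69 to -0.62. Causes were not tested. The numbers of overlapping genes that were DEGs, or higher in OE5, or opposite to methylation, stayed within 1.5 times under their alternatives. Of the 34 overlapping loci, 5 lost their call and 2 gained one under at least 1 of the 10 other fits and filters at the same thresholds, all set in advance. Limma-trend lost LOC_Os03g08850, LOC_Os10g34884, LOC_Os03g25500, OsMADS18 and OsRLCK109, all of them lower in OE5. OsRLCK109 was also lost under the replicate block and under the TPM filter in both genotypes, which left 15 of the 34 untested. OsZIP9 and OsNAS3 were gained. The clustering of DEGs kept its side of the threshold under its 4 alternatives. Fisher's exact test on the signs in the CG list cannot go under p = 0.0625 with its margins, so it says nothing about stability.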

Differences from the paper's values

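The lowest Pearson's r between libraries was 0.9868 against the paper's 0.9804. With a pseudocount of 0.1 it was 0.9801, within the SD of the 6 pairs, and none of the other alternatives set before the data were examined closed the gap. That setting gave 0.9884 for the highest pair against the paper's 0.9929, where the 0.995 found with a pseudocount of 1 did not differ.

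The median of log2(TPM + 1) was 1.11 in GL-1 and 1.10 in GL-2 against about 1.8 in each in Supplementary Figure 1, read by eye, and 1.25 in OE5-1 and 1.28 in OE5-2 against about 1.9 and about 2.0. None of the alternatives set before the data were examined closed the gap.

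For LOC_Os04g41630 the log2 fold change was 4.45 against the paper's 5.21, and for LOC_Os12g02210 4.77 against the paper's 5.24. DESeq2 on the same genes and edgeR with a smaller prior count came within the error in both cases. RLE and upper-quartile normalization, the replicate block, no filter, filterByExpr, leaving out the 20 highest genes and limma-trend did not. The GL libraries had only 1 and 4 counts for LOC_Os04g41630 and 7 and 2 for LOC_Os12g02210. With each library left out in turn, the log2 fold change ran from 4.03 to 5.11 and from 4.27 to 5.50, and the latter range holds the paper's value.

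The paper calls OsZIP9 and OsNAS3 DEGs. By edgeR, their adjusted p was 0.0646 and 0.168. DESeq2 called both, with the TPM filter before or after the test, as did edgeR with the replicate block or without a filter, and limma-trend called OsZIP9. Over the alternatives, the adjusted p ran from 2.82e-22 to 0.0661 for OsZIP9 and from 4.24e-10 to 0.201 for OsNAS3. With counts halved, a setting chosen after seeing the values, OsZIP9 was called.

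The paper states that the increment of mean TPM in upregulated DEGs exceeds the decrement in downregulated DEGs. This held as log2(TPM + 1), while in TPM the mean difference was 22.0 and -40.8.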

Other observations

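The tests of the overall level, of the shared replicate numbers and of the CG list were chosen only after the results were seen.

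The DEGs lay next to each other along the chromosomes more often than chance. In MSU locus order, 61 neighbouring pairs of tested genes were both DEGs, where 10000 shuffles gave 22.05 (permutation p = 0.0001, the smallest they can give), and 54 of the 61 pairs changed in the same direction. Without the DEGs at or under 3 counts in one genotype, 52 pairs stood against 19.76. A similar expression level of neighbours, which sets the power of the test, is not enough, since shuffling within classes of mean count left the ratio of observed to expected pairs at 2.77. Reads counted on overlapping or adjoining genes remain a candidate explanation. At 2 to 5 genes apart, the number of pairs of either direction was 1.15 times the expected one (permutation p = 0.078). With the directions pooled, no excess beyond chance was found past direct neighbours. Pairs of the same direction were not tested alone at that distance. Reads shared between neighbouring copies also remain open, since pairs with opposite directions within 5 genes were 0.9 times the expected number (permutation p = 0.78). Neighbours under common control would give the same values, and this was not tested.

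The larger number of upregulated DEGs may be technical in part. With every library thinned to the lowest total, 415 DEGs were up and 249 down, and in short, middle and long genes the upregulated share was 59.0%, 63.4% and 67.9%, so neither depth nor gene length accounts for the whole excess. The genotype stays open.

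The higher median TPM in OE5 could follow from a few genes that take more of the counts in GL. The 20 highest genes took 20.6% and 26.0% of the counts in GL and 19.4% and 21.2% in OE5. Without them and with TPM rescaled, the difference was 0.14 (pooled SD 0.0297), so those 20 genes are not enough to explain it. As TMM-normalized CPM it was 0.05, so its size depends on the scaling.

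LOC_Os09g00999 and LOC_Os09g01000, chosen after their values were seen, took 8.19% of the counts in GL-2 and 4.50% in OE5-2, against 1.62% in GL-1 and 1.89% in OE5-1. Joint handling of the same-numbered libraries is a candidate explanation. Without the 20 highest genes, the deviations of same-numbered libraries had a Pearson's r of 0.122 and a Spearman's rho of -0.1248, so it cannot be told apart from chance with 2 pairs.

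Of the 16 genes in the paper's CG list, 14 had opposite signs of methylation and expression change. The list holds 15 hypomethylated genes and 15 that rose, so its margins alone give 14.12 and allow only 14 or 16 (Fisher's exact test, two-sided, p = 1.0). The smallest p these margins allow is 0.0625, so the test could not have passed 0.05, and an association of the signs cannot be told apart from the margins with these genes.

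Of the 36 DNA methylation-related genes that the paper followed over the day, 24 passed the filter in these leaves. None was a DEG over all genes tested, and 0 passed adjusted over the list alone, while 4 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test: AGO2, AGO18, RDR1 and DCL2a. The log2 fold changes were 0.44, 0.55, 0.53 and -0.28, all short of the fold limit of 1.5 (0.585 as log2). Under another setting the adjusted p of RDR1 went under 0.05, but no setting called RDR1 a DEG. None was a DEG with DESeq2, the replicate block, RLE or upper-quartile normalization, or filterByExpr, which tested 32. ROS1A/DNG702, which the paper proposes as the demethylase upstream of OsHXK1, had a log2 fold change of 0.0013 (standard error 0.16). ROS1C/DNG701 had 0.02 (standard error 0.14) and ROS1D/DNG704 had -0.14 (standard error 0.14). The paper's changes in these genes came from older plants under natural long days, sampled at other hours, so the 2 data sets are not directly comparable.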
